# Substrate stiffness dictates unique paths towards proliferative arrest in WI-38 cells

**DOI:** 10.1007/s11357-025-01858-5

**Published:** 2025-09-20

**Authors:** Alyssa M. Kaiser, Amirali Selahi, Wenjun Kong, J. Graham Ruby

**Keywords:** Senescence, Stiffness, Extracellular matrix, Telomeres, Fibroblasts, Transcriptomics

## Abstract

Finite replicative potential is a defining feature of non-transformed somatic cells, first established by Leonard Hayflick in vitro using WI-38 human lung fibroblasts. Once proliferative capacity is exhausted due to telomere shortening, cells enter into a state called replicative senescence, which can be avoided through ectopic expression of telomerase reverse transcriptase (hTERT). As WI-38 cells approach replicative arrest, molecular pathways linked to mechanotransduction are induced, including YAP signaling, but the potential interplay between replicative lifespan and the mechanical environment of the cell remains unexplored. Here, we investigate the influence of mechanosensation on the trajectory towards replicative arrest taken by WI-38 cells by growing cells on substrates of varying stiffnesses. Matrix softening slowed proliferation, altered cellular phenotypes, and shortened proliferative lifespan while hTERT expression abrogated or reduced these responses. Our analyses of bulk and single-cell RNA-sequencing and ATAC-sequencing revealed the emergence of a unique G1 transcriptional state on soft substrates, characterized by an AP-1 transcription factor program, which failed to manifest with hTERT expression. Together, these findings reveal how the mechanical environment alters WI-38 cell proliferative lifespan and dictates unique paths towards growth arrest.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-025-01858-5.

## Introduction

The phenomenon that primary mammalian cells undergo a finite number of population doublings before undergoing replicative senescence was first discovered by Leonard Hayflick in 1965 [1]. Since then, telomere erosion has been identified as the major causal process driving replicative senescence, triggering a DNA damage response and growth arrest once telomeres are insufficiently long to protect the ends of chromosomes [2–4]. Expression of telomerase reverse transcriptase (hTERT) allows cells to extend telomeres and is sufficient for indefinite proliferation, demonstrating the importance of telomere erosion in triggering replicative senescence [3]. Other interventions that extend replicative lifespan target cellular stresses and their response pathways, though they stop short of immortalizing cells. For instance, treating cells with antioxidants has been shown to increase the number of population doublings of human fibroblasts [5]. Additionally, inhibiting mTOR with rapamycin increased the replicative lifespan of bone marrow mesenchymal stem cells [6]. However, other potential modifiers of replicative lifespan remain to be explored, including perturbations to the mechanical properties of the physical environment.

Modern studies have dissected transcriptomic, metabolomic, epigenomic, secretory, and other intracellular changes that occur as cells age towards replicative senescence [7–9]. In their multiomics dissection of replicative lifespan, Chan et al. [7] identified a potential connection between the extracellular environment and replicative lifespan. As WI-38 human fetal lung fibroblasts age, they undergo a fibroblast-to-myofibroblast (FMT) transition, with a concomitant induction of myofibroblast identity, YAP target genes, and extracellular matrix (ECM) gene expression [7]. In contrast, cells experiencing irradiation-induced senescence or growth arrest via contact inhibition do not undergo FMT, emphasizing that WI-38 cells can follow distinct trajectories to proliferative arrest. A central theme among the changes associated with replicative senescence induction is the connection to mechanotransduction and the mechanical environment, as extracellular forces can promote YAP activation and induce myofibroblast identity [10, 11]. In fact, Chan et al. found that treating late passage WI-38 cells with the YAP inhibitor verteporfin reversed FMT, YAP, and ECM programs [7]. These data identifying YAP, a mediator of mechanosensory signals [10], as a potential regulator of replicative senescence phenotypes suggest a relationship between cellular senescence and the mechanical environment.

An important aspect of the mechanical environment is its elastic modulus, or stiffness, a variable relevant to the aging process: many tissues stiffen with age, including cardiovascular [12] and pulmonary [13] tissues. Additionally, tissue stiffening can contribute to disease and aging phenotypes. For example, aortic stiffening contributes to structural abnormalities in the heart, potentially resulting in heart failure [12]. Understanding how this variable contributes to the aging process in vitro may provide further insights towards more complex systems. As WI-38 cells were intolerant to long-term culturing with verteporfin (see Discussion), could dampening YAP activity and FMT pathways via alternative mechanisms, such as a reduction in environmental stiffness, extend replicative lifespan?

We sought to experimentally test the hypothesis that reducing the mechanical force exerted through the extracellular environment would reverse transcriptional programs associated with replicative senescence and increase the number of population doublings undergone by WI-38 cells. To manipulate the mechanical force experienced by cells, we altered the stiffness of the substrates cells are cultured on, as decreasing matrix stiffness reduces external force on cells [14]. Here, we perform the first longitudinal study of how substrate stiffness affects replicative lifespan and investigate how environmental stiffness affects proliferative, transcriptional, epigenomic, and other cellular phenotypes over time. We discover that matrix softening shortens the proliferative lifespan of wild-type WI-38 cells, concomitant with the emergence of a unique G1 transcriptional state and distinct transcription factor programs, while hTERT expression abrogates many of the phenotypes induced by matrix softening.

## Results

### Matrix stiffness influences WI-38 cell proliferation rate and capacity

To understand how matrix stiffness affects WI-38 cell biology and replicative lifespan, we designed a time course experiment to longitudinally cultivate and sample cells on different substrate stiffnesses. These substrates encompassed a wide range of elastic moduli, the measurement of a material’s elasticity. Cells were grown on a “stiff” substrate, collagen-coated plastic tissue culture plates that have an elastic modulus of 2.3 gigapascals (GPa) [15, 16]. To contrast a stiff extracellular environment, cells were grown on “soft” substrates—collagen-coated polydimethylsiloxane (PDMS) gels ranging from 0.5 to 32 kilopascals (kPa). This range mimics the physiological stiffness of healthy (0.5 and 2 kPa) and fibrotic (16 and 32 kPa) lungs [17]. Early passage (population doubling level 22, PDL22) wild-type WI-38 cells were grown on the stiff and soft surfaces for approximately five months and periodically collected for gene expression analysis and senescence-associated β-galactosidase (SA-β-gal) staining (Fig. 1a,b). WI-38 cells immortalized with hTERT were grown in parallel as a control for cells that would not undergo replicative senescence.

**Fig. 1:**
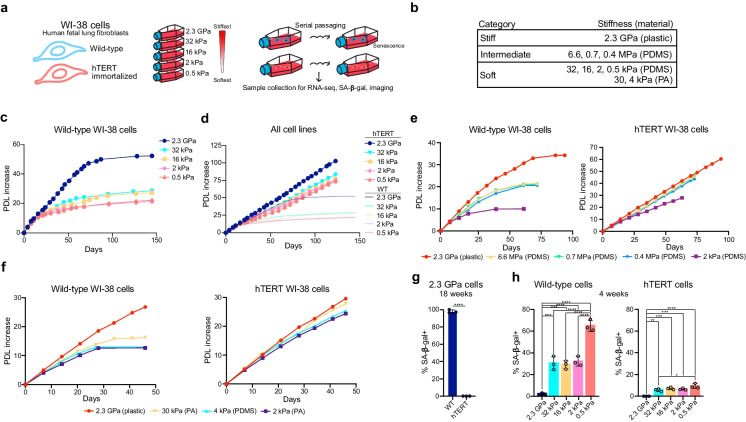
Matrix stiffness affects WI-38 cell proliferation rate. (**a**) Schematic for the time course experiment. GPa, gigapascal; kPa, kilopascal. (**b**) Elastic moduli (stiffness) ranges of stiff, intermediate, and soft substrates. PDMS, polydimethylsiloxane; PA, polyacrylamide; MPa, megapascal. (**c**) Line graph displaying days in culture (x-axis) versus the population doubling level (PDL) increase from day 0 (y-axis) for wild-type WI-38 cells on different matrices. (**d**) Line graph displaying the days in culture (x-axis) versus the PDL increase from day 0 (y-axis) for wild-type (WT) and hTERT-expressing WI-38 cells on different matrices. (**e**-**f**) Line graphs displaying days in culture (x-axis) versus the PDL increase from day 0 (y-axis) for (left) wild-type or (right) hTERT WI-38 cells on the indicated matrices. (**g**) Bar graph quantifying the percent of cells that stained for senescence-associated β-galactosidase (SA-β-gal) in wild-type and hTERT-expressing WI-38 cells after 18 weeks in culture. (**h**) Bar graphs quantifying the percent of cells that stained for SA-β-gal in (left) wild-type and (right) hTERT-expressing WI- 38 cells after 4 weeks in culture across substrates. Bar graphs are mean ± standard deviation. 3 replicates were performed per condition (**g**, **h**). P values were calculated by two-tailed Student’s t-test (**g**) or ordinary one-way ANOVA with Tukey’s multiple comparisons test (**h**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Wild-type WI-38 cells grew robustly on the stiff surface for just over three months before undergoing an abrupt growth arrest, consistent with previous reports (Fig. 1c) [7]. Over the first month, wild-type cells across all stiffnesses reached similar population doubling levels (Fig. 1c). After this time, WI-38 cells showed a stiffness-dependent change in proliferation; the number of population doublings underwent decreased with matrix softening (Fig. 1c). Thus, matrix softening reduces the proliferative lifespan of wild-type WI-38 cells. Meanwhile, hTERT-immortalized WI-38 cells on the stiff substrate exhibited a consistent growth rate throughout the entire experiment, as expected (Fig. 1d) [7]. hTERT cells on the soft matrices initially displayed a modest reduction in proliferation rate, but thereafter grew at a constant rate over the remainder of the experiment (Fig. 1d).

While matrix softening correlated with fewer population doublings achieved before wild-type cells underwent a growth arrest, it is possible that this was due to a differential response to plastic versus PDMS surfaces. To address this concern, we leveraged two distinct approaches. First, we fabricated PDMS plates [18–20] of intermediate stiffnesses, multiple orders of magnitude stiffer than the soft matrices previously used, to test how growth on an intermediate stiffness affected the number of doublings undergone by WI-38 cells (Fig. S1a, Supplemental Data File 1). Wild-type (PDL29) and hTERT WI-38 cells were grown on stiff (2.3 GPa; plastic), intermediate (6.6, 0.7, 0.4 megapascals [MPa]; PDMS), and soft (2 kPa; PDMS) collagen-coated substrates until the wild-type cells ceased proliferating. Wild-type cells on the soft matrix underwent a rapid proliferative arrest after 3–4 weeks in culture while those on the stiff substrate proliferated for over 10 weeks, consistent with our initial observations (Fig. 1e). Wild-type cells grown on the intermediate stiffnesses reached an intermediate PDL between the soft and stiff plates before ultimately arresting (Fig. 1e). These data suggest matrix softening, rather than surface material, reduces the proliferative lifespan of wild-type WI-38 cells.

To further exclude the possibility that our findings were the result of a specific response to PDMS, we additionally cultured cells on soft polyacrylamide (PA) matrices to test if phenotypes were consistent across distinct soft materials. Wild-type (PDL29) and hTERT WI-38 cells were grown on stiff (2.3 GPa; plastic), soft PA (4 kPa and 30 kPa), and soft PDMS (2 kPa) collagen-coated substrates (Fig. S1b). Wild-type WI-38 cells on 2 kPa PDMS and 4 kPa PA matrices exhibited nearly identical growth, undergoing a rapid growth arrest after 4 weeks of culturing, while cells grown on 30 kPa PA proliferated to a slightly greater PDL (Fig. 1f). As expected, cells on the stiff substrate grew consistently throughout this time frame (Fig. 1f). Thus, matrix softening reduces the proliferative lifespan of wild-type WI-38 cells across a range of elastic moduli and substrates.

### Substrate softening induces senescence-associated phenotypes prematurely in wild-type WI-38 cells

Throughout the experiment, WI-38 cells were examined for features of senescence. Cells were collected periodically for SA-β-bal staining, an established marker of senescent cells [21]. Wild-type WI-38 cells grown on the stiff surface showed little SA-β-gal staining at early points in the time course, but staining drastically increased as the cells became nonproliferative (Fig. 1g,h, S1c,d). Only rare hTERT-expressing cells grown on the stiff substrate displayed SA-β-bal staining at any point in the time course (Fig. 1g,h, S1c,d). In contrast, SA-β-gal staining was observed in both wild-type and hTERT WI-38 cells grown on soft matrices as soon as after two weeks of growth, with increased staining in wild-type cells (Fig. S1c). SA-β-gal activity increased over time in cells on soft surfaces; after 4 weeks of growth, 30–60% of wild-type cells were SA-β-gal + as were about 10% of hTERT cells (Fig. 1h, S1c,d).

In addition to earlier SA-β-gal induction, matrix softening expedited morphological changes associated with senescence in wild-type cells. Late passage wild-type cells grown on stiff plastic became enlarged and spread out as they ceased proliferating (Fig. S1d,e). On soft substrates, similar cell enlargement and spreading occurred as early as after three weeks of culturing (Fig. S1d,e). Across all stiffnesses, hTERT-expressing cells did not undergo visible changes to cell shape and/or size over time (Fig. S1d,e).

Wild-type WI-38 cells cultured on soft substrates exhibited proliferative, morphological, and SA-β-bal phenotypes within 20 population doublings that took over 50 population doublings to manifest in cells on stiff substrates. Across all surfaces and experiments, hTERT expression blocked the emergence of these phenotypes, even at early time points on soft substrates. In the case of the stiff substrate, these phenotypes are known to be coincident with replicative senescence [1, 7]. In contrast, the premature manifestation of these phenotypes on soft matrices called into question whether cells on soft substrates underwent telomere-driven replicative senescence versus some other form of premature growth arrest.

### WI-38 cells display broadly similar senescence-associated transcriptional profiles across all surfaces

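WI-38 cells are a line of human lung fibroblasts with a limited replicative lifespan, and hTERT cells are WI-38 cells made to express TERT, the catalytic subunit of telomerase. Bulk RNA-sequencing counts were analysed here for 178 samples, 85 of wild-type cells and 93 of hTERT cells. Wild-type cells had been collected on the stiff 2.3 GPa plastic at time points 1 to 8. On the soft matrices of 0.5, 2, 16 and 32 kPa they had been collected at time points 1 to 4 and 8, and on 32 kPa also at time point 7. hTERT cells had been collected on plastic at time points 1 to 6 and 8, and on soft matrices at time points 1 to 4, 6 and 8. Of the 60 combinations of genotype, stiffness and time point, 54 had 3 replicates. Wild-type cells on plastic had 2 replicates at time points 2, 7 and 8 and 6 at time point 6, and those on 16 and 32 kPa had 2 at time point 8. All 182 pairs of replicates differed by more than the sampling noise of their counts (chi-square divided by its degrees of freedom of at least 3.47). This sets them apart only from repeated counts of the same library, since separate libraries of the same culture could also differ. Each sample was counted separately, and whether replicates were separate cultures was not tested.

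The authors made directional libraries after depletion of ribosomal RNA, aligned the reads to the hg38 genome with STAR, counted them on genes with HTSeq-Count, and deposited the counts without normalization. The paper's text does not name the annotation release or say whether counting used the strand, so a gene that overlaps another on the opposite strand may hold reads of both. The table lists 58096 genes, of which 44421 had at least 1 count. Total counts on genes ranged from 32351503 to 67345954 per sample, with a median of 46693229. For wild-type cells they ran from 41846254 to 59496286 on plastic (median 47390753, n = 24) and from 32351503 to 67345954 on soft matrices (median 46317897, n = 61). For hTERT cells they ran from 39397857 to 59559173 on plastic (median 46773072, n = 21) and from 38409039 to 63604615 on soft matrices (median 46378141, n = 72).

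CPM values are counts divided by the total of the sample and scaled as in the paper's plots, with no scaling factor between samples. Differences between groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, in 1 model over all 60 combinations, so that groups of 2 replicates shared the spread estimated from all samples. The test covered the 21952 genes that passed edgeR's expression filter (a minimum count of 10 in enough samples), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The value for soft matrices is the mean of the log2 fold changes on 0.5, 2, 16 and 32 kPa, each with the same weight. The filter, the scaling, the samples fitted and the pooling of the soft matrices are the choices that could move these numbers.

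TERT, on chromosome 5 from 1253147 to 1295068 (GRCh38), was counted at 137 to 449.6 CPM in all 93 hTERT samples (median 257). It had 0 counts in 70 of the 85 wild-type samples, which allows up to 3 counts per sample. The highest wild-type values were 12.3 CPM (606 counts, 95% Wilson interval 11.4 to 13.3) in replicate 1 of 16 kPa at time point 8 and 10.1 CPM (509 counts, 95% Wilson interval 9.27 to 11.0) in replicate 1 of 0.5 kPa at time point 1.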

To understand how matrix softening reduces the proliferative lifespan of WI-38 cells, we performed RNA-sequencing on samples collected throughout the initial time course (Fig. 2a). Hierarchical clustering and principal component analysis of all samples revealed genotype and time point as the top contributors to transcriptional variance, with matrix stiffness accounting for a smaller percent of variance (Fig. 2b, S2a). 

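Counts of all 178 samples were transformed with DESeq2's variance-stabilizing transformation, and the 500 most variable genes were kept. PC1 held 59.2% of their variance and PC2 18.8%. Genotype explained 59.4% of PC1 and time point 62.0% of PC2, while stiffness explained 3.38% and 9.89% of these components. Over all the variance of the 500 genes, genotype explained 39.6%, time point 27.4% and stiffness 9.25%. The standard deviations of these shares were 0.131, 0.124 and 0.0544 percentage points over 100 draws that each left out 1 replicate of every combination with more than 2. The groups formed by genotype and time point together explained 81.7%. The combinations of genotype, stiffness and time point explained 98.0%, and differences between replicates the rest. In complete-linkage clustering, the first division set 26 wild-type samples apart from the other 152. These were the 12 wild-type samples of time point 8, the 5 of time point 7 and 9 of time points 1 to 4. The next divisions set apart 54 hTERT samples and then the 12 wild-type samples of time point 8, stiff and soft together. With all genes kept in place of the 500 most variable, genotype explained 24.0%, time point 24.0% and stiffness 10.0%. At time points 1 to 4, which were collected on every stiffness in both genotypes, stiffness explained 20.3% and time point 13.6%.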

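Fig. S2b compares 24 samples on soft matrices with 6 on the stiff substrate at time point 1, with wild-type and hTERT cells together. CYR61 fell from 439.6 ± 41.5 CPM (SD, n = 6) on the stiff substrate to 181 ± 36.6 CPM (SD, n = 24) on soft matrices, a log2 fold change of -1.37 (standard error 0.041, adjusted p = 1.8e-61 from edgeR's quasi-likelihood test). All 24 soft samples were below all 6 stiff ones (two-sided exact permutation test, p = 3.4e-06, the smallest that 24 samples against 6 allow with the smaller tail doubled). Without scaling between samples beyond their totals the log2 fold change of CYR61 was -1.30, the largest move among the alternatives tried. ANKRD1, on chromosome 10 from 90912096 to 90921087 (GRCh38), fell from 5.24 ± 2.08 to 0.664 ± 0.673 CPM, a log2 fold change of -3.58 (standard error 0.21, adjusted p = 1.5e-33, edgeR). Its counts on soft matrices ran from 3 to 127 per sample, the lowest at the limit of the depth. AXL, on chromosome 19 from 41219223 to 41261766, fell from 807 ± 161 to 516 ± 42.2 CPM, a log2 fold change of -0.69 (adjusted p = 2.1e-34, edgeR), with 23 of the 24 soft samples below every stiff one. The difference was smallest for CTGF, at 280.4 ± 22.7 and 248 ± 29.3 CPM, with a log2 fold change of -0.25 (adjusted p = 4.2e-09, edgeR). The ranges of CTGF overlapped, and the exact permutation test gave p = 0.019. In wild-type cells alone, with 12 soft and 3 stiff samples, the log2 fold changes of CYR61, ANKRD1, AXL and CTGF were -1.13, -3.09, -0.49 and -0.30. Among all genes tested in both genotypes, 11647 were changed at time point 1, 5718 higher and 5929 lower on soft matrices. Without scaling beyond the library total, the larger part was higher (6678 against 5030).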

As expected, given its established role in mechanosensation [10], YAP pathway signaling in particular was rapidly reduced following initial plating of WI-38 cells onto soft matrices (Fig. S2b). We then examined the dataset to compare senescence-associated transcriptional phenotypes in wild-type WI-38 cells on stiff and soft matrices. 

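CDKN1A lies on chromosome 6 from 36676460 to 36687337 (GRCh38). Wild-type cells on the stiff substrate had 510.1 ± 33.9 CPM of it at time point 1 (SD, n = 3) and 1177 ± 24.6 CPM at time point 8 (SD, n = 2), a log2 fold change of 1.20 (standard error 0.069, adjusted p = 4.7e-34 from edgeR's quasi-likelihood test). On soft matrices it went from 949 ± 69.6 CPM (SD, n = 12) to 1322 ± 255 CPM (SD, n = 10), a log2 fold change of 0.58 (standard error 0.033, adjusted p = 2.9e-35, edgeR). The soft change minus the stiff change was -0.61 (adjusted p = 2.3e-11, edgeR), and the level on soft matrices was already the higher at time point 1. With only genes of a mean CPM of at least 1 tested, the log2 fold change on the stiff substrate was 1.25, the largest move among the alternatives. CDKN2A, on chromosome 9 from 21967752 to 21995301, rose from 45.3 ± 5.29 to 120.2 ± 17.4 CPM on the stiff substrate, a log2 fold change of 1.39 (standard error 0.13, adjusted p = 4.6e-18, edgeR). On soft matrices it rose from 43.5 ± 3.09 to 113 ± 32.1 CPM, a log2 fold change of 1.45 (adjusted p = 1.9e-45, edgeR). The difference between these changes, 0.060, was within its standard error of 0.15. Exons of CDKN2A overlap those of CDKN2B-AS1 on the opposite strand, and those of CDKN1A overlap DINOL. CDKN2B, on chromosome 9 from 22002903 to 22009305, rose from 4.93 ± 0.417 to 34.4 ± 0.705 CPM on the stiff substrate and from 10.9 ± 1.16 to 29.2 ± 8.69 CPM on soft matrices. Its log2 fold changes of 2.79 and 1.37 differed by -1.41 (adjusted p = 3.9e-13, edgeR). With 2 samples against 3, a two-sided exact permutation test that doubles the smaller tail cannot give a p under 0.2, the value of all 3 genes on the stiff substrate. For the 10 soft samples against 12, a permutation test of the same form gave p = 2.0e-05 for CDKN1A and CDKN2A, the smallest that 100000 resamples give, and p = 4.0e-05 for CDKN2B. Every soft sample of time point 8 was above every soft sample of time point 1 for CDKN1A and CDKN2A, and 9 of 10 were for CDKN2B. Of the 32 genes named by the paper and listed before the counts were read, 29 were changed on the stiff substrate and 27 on soft matrices, and 29 and 28 adjusted over the list alone.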

Genes commonly induced in senescence, such as *CDKN1A*, *CDKN2A*, and *CDKN2B* [9], were activated in wild-type cells on both stiff and soft surfaces over time (Fig. 2c).

**Fig. 2:**
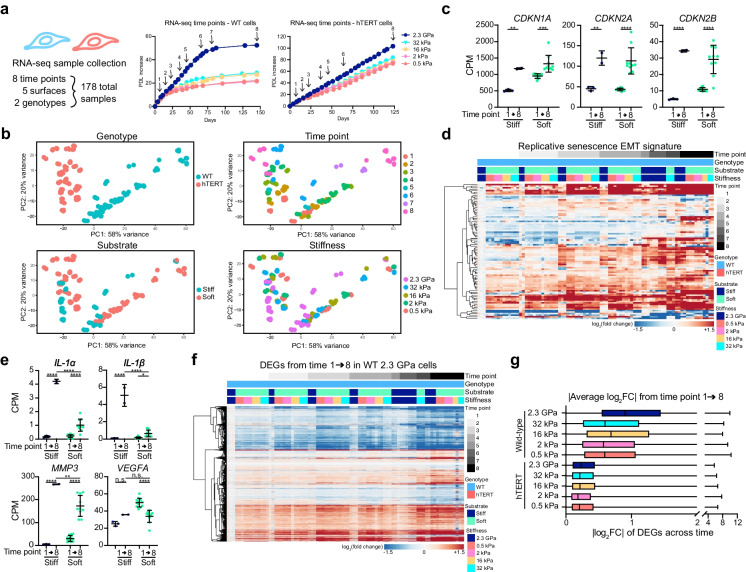
Wild-type WI-38 cells cultured on stiff and soft matrices similarly regulate senescence-associated gene expression programs. (**a**) (Left) Schematic of the RNA-sequencing samples and (right) sample collection time points. (**b**) Principal component (PC) analysis showing PC1 and PC2 with samples colored by different variables. (**c**) Dot plots comparing the counts per million (CPM) of the indicated genes in wild-type WI-38 cells on the indicated surfaces at time points 1 and 8. (**d**) Heatmap of the log_2_(fold change) of the epithelial-to-mesenchymal (EMT) gene set (Supplemental Data File 2) previously identified [7] as upregulated in replicative senescence. (**e**) Dot plots comparing the expression of senescence-associated secretory phenotype (SASP) genes [22] in wild-type WI-38 cells on the indicated surfaces at time points 1 and 8. (**f**) Heatmap of the log_2_(fold change) of all differentially expressed genes (DEGs) in wild-type cells grown on the 2.3 GPa substrate from time point 1 to time point 8 plotted across all wild-type samples across time. (**g**) Box plots quantifying the absolute value of the log_2_(fold change) of each gene in (**f**) from time point 1 to time point 8 averaged across replicates. Dot plots show mean ± standard deviation. Box plots show median ± 25th and 75th percentiles, with whiskers showing minimum to maximum. 3 replicates were used for the stiff time point 1 condition, 2 replicates were used for the stiff time point 8 condition, 12 replicates were used for the soft time point 1 condition, and 10 replicates were used for the soft time point 8 condition (**c**, **e**). P values were calculated by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**c**, **e**). **P < 0.01, ***P < 0.001, ****P < 0.0001. n.s., not significant

Previous work identified that cells undergoing replicative senescence, and not premature senescence induced by irradiation or growth arrest due to contact inhibition, specifically induce an epithelial-to-mesenchymal (EMT) gene signature [7]. This EMT gene set was upregulated over time in wild-type cells on the stiff substrate that underwent replicative senescence (Fig. 2d, S2c). 

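All 88 genes of the EMT set were among the genes tested. Between time points 1 and 8 on the stiff substrate, 71 of them had a positive log2 fold change and 17 a negative one, with a median of 0.94. With an adjusted p under 0.05, 68 rose and 11 fell (edgeR's quasi-likelihood test). As a set they ranked above the other genes (limma's cameraPR test on the edgeR statistics, adjusted p = 1.6e-17 over 22 tests of gene sets). cameraPR was run with a preset correlation of 0.01 between genes. Under fry, which rotates residuals, all 22 tests kept their call, and with the correlation estimated from the data 16 of the 22 did, this one included. With DESeq2 size factors in place of TMM the median was 0.98, and without replicate 1 of time point 1 it was 1.00, the largest move among the alternatives. Of the 88 genes, 1 had at most 3 counts in every sample of a time point, and setting it to the bound that 3 counts allow left the median unchanged.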

Despite undergoing a premature proliferative arrest, wild-type cells on soft matrices showed an upregulation of this EMT signature over time as well (Fig. 2d, S2c, Supplemental Data File 2). 

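Across the soft matrices the median log2 fold change of the EMT genes between time points 1 and 8 was 0.69, with 72 of the 88 genes higher and 16 lower (cameraPR on edgeR statistics, adjusted p = 7.6e-24). Of these, 69 rose and 7 fell with an adjusted p under 0.05 (edgeR's quasi-likelihood test). The medians were 0.65 on 0.5 kPa, 0.79 on 2 kPa, 0.43 on 16 kPa and 0.82 on 32 kPa. With genes at or under 3 counts in 1 of the time points set to their bound, the median on 0.5 kPa was 0.61 and the others were unchanged. On 16 kPa, 53 genes were higher and 35 lower, and the median was 0.22 without replicate 1 of time point 8 and 0.63 without replicate 2. Over the soft matrices together, the median stayed between 0.59 and 0.75 in 22 fits that each left out 1 sample. The soft change minus the stiff change of the same genes had a median of -0.22, with 21 genes changed upwards and 34 downwards.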

Additional RNA-sequencing of wild-type cells grown on the intermediate stiffness substrates (6.6, 0.7, and 0.4 MPa) revealed a similar induction of the EMT signature over time (Fig. S3a-c). Likewise, additional gene signatures associated with replicative senescence [7], including myofibroblast markers and YAP pathway target genes, were induced over the lifespan of the cell regardless of matrix stiffness (Fig. S2d-g). In contrast, markers of the senescence-associated secretory phenotype (SASP) [22] displayed dissimilar regulation between stiff and soft substrates. 

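The 24 myofibroblast markers read from Fig. S2d had a median log2 fold change of 0.76 on the stiff substrate between time points 1 and 8, with 16 higher and 8 lower (cameraPR on edgeR statistics, adjusted p = 1.4e-06). Their medians were 0.57 on 0.5 kPa, 0.56 on 2 kPa, 0.039 on 16 kPa and 0.76 on 32 kPa. On 16 kPa the markers divided evenly, 12 higher and 12 lower (cameraPR on edgeR statistics, adjusted p = 0.023). That median was -0.29 without replicate 1 of time point 8, 0.19 without replicate 2 and -0.057 without scaling between samples beyond their totals. For the mean of the soft matrices, 19 markers were higher and 5 lower, with a median of 0.45 (cameraPR on edgeR statistics, adjusted p = 1.3e-06). These calls depend on the preset correlation between genes. With it estimated from the data, the set was no longer past the threshold on the stiff substrate, 0.5 kPa, 16 kPa or for the soft mean.

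The 22 YAP target genes read from Fig. S2f had a median of 0.87 on the stiff substrate, with 20 higher and 2 lower (cameraPR on edgeR statistics, adjusted p = 3.5e-10). On 0.5, 2, 16 and 32 kPa their medians were 0.55, 0.66, 0.37 and 0.75. All 22 rose on 32 kPa, and 15 of 22 on 16 kPa (cameraPR on edgeR statistics, adjusted p = 0.012), where the median was -0.29 without replicate 1 of time point 8 and 0.51 without replicate 2. With genes at or under 3 counts set to their bound, or left out where both time points were that low, the YAP medians were 0.89 on the stiff substrate and 0.62, 0.58, 0.27 and 0.75 on the soft matrices. For the soft mean the median was 0.60, or 0.47 with bounds, with 20 targets higher and 2 lower (cameraPR on edgeR statistics, adjusted p = 3.9e-10). In a model of the compared soft samples alone, 7 of 100 groupings of these samples gave a p for the set as low as the real one. The other groupings mix the time points unevenly and so can still hold part of the change, with a median p of 0.013 (cameraPR on edgeR statistics). They therefore cannot decide whether chance could give the p of this set.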

Growth on soft substrates dampened the induction of SASP markers, such as *IL-1α* and *MMP3* (Fig. 2e, S2h).

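IL1A, the gene of IL-1α, lies on chromosome 2 from 112773925 to 112784493 (GRCh38). On the stiff substrate it went from 0.173 ± 0.0719 CPM at time point 1 (SD, n = 3) to 4.21 ± 0.167 CPM at time point 8 (SD, n = 2). Soft matrices gave 0.216 ± 0.106 CPM (SD, n = 12) and 1.01 ± 0.450 CPM (SD, n = 10). Log2 fold changes were 4.57 (standard error 0.37) and 2.28 (standard error 0.25), and their difference of -2.28 was past the threshold (adjusted p = 2.6e-04 from edgeR's quasi-likelihood test). Time point 1 rested on 2 to 19 counts per sample, and the difference ranged from -2.69 to -1.86 as single samples were left out. MMP3, on chromosome 11 from 102835801 to 102843609, rose from 5.58 ± 0.702 to 267 ± 1.33 CPM on the stiff substrate and from 31.6 ± 12.8 to 173 ± 45.4 CPM on soft matrices. Its log2 fold changes of 5.57 and 2.56 differed by -3.01 (standard error 0.16, adjusted p = 3.1e-36, edgeR), and its exons overlap those of WTAPP1 on the opposite strand. The level of MMP3 was already higher on soft matrices at time point 1. IL1B, on chromosome 2 from 112829751 to 112836816, reached 5.06 ± 1.26 CPM on the stiff substrate and 0.644 ± 0.389 CPM on soft matrices at time point 8. Its log2 fold changes were 5.73 and 1.94, a difference of -3.79 (adjusted p = 1.5e-06, edgeR). Time point 1 of IL1B rested on 3 to 6 counts per sample on the stiff substrate and 1 to 18 on soft matrices. For VEGFA, on chromosome 6 from 43770184 to 43786487, the direction differed. It rose from 25.1 ± 2.56 to 35.8 ± 0.171 CPM on the stiff substrate (log2 fold change 0.50, adjusted p = 6.8e-06, edgeR) and went from 49.7 ± 5.04 to 33.8 ± 6.99 CPM on soft matrices (-0.53, adjusted p = 1.9e-19, edgeR). For each of the 4 genes the difference between soft and stiff kept its sign and its call under every alternative.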

Next, we defined the senescence-associated transcriptional program in wild-type cells on the stiff plastic substrate as genes differentially expressed between the first and final time points. 

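Between time points 1 and 8 on the stiff substrate, 13184 of the 21952 genes tested were changed, 6713 higher and 6471 lower (adjusted p under 0.05, edgeR's quasi-likelihood test on 2 samples against 3). The share of higher genes was 48.9% to 52.7% over the alternatives. Of these, 6964 had an absolute log2 fold change above 1. With only genes of a mean CPM of at least 1 tested, 10038 were called, and DESeq2's Wald test called 12437. Among changed genes with a mean of at least 5 CPM over all samples and no overlap between the time points, the largest rises were those of TMOD1 (log2 fold change 8.41, standard error 0.31), ADAMTS19 (7.92, standard error 0.37) and CCND2 (7.54, standard error 0.25). TMOD1 and CCND2 overlap TSTD2 and CCND2-AS1 on the opposite strand. The largest falls were those of BCHE, TMSB15A and STK26. BCHE had 13.8 ± 1.41 CPM at time point 1 (SD, n = 3) and at most 1 count per sample at time point 8, at least 211-fold lower. STK26 went from 3.51 ± 0.601 CPM to at most 1 count, at least 53.5-fold lower. TMSB15A had a log2 fold change of -8.31 (standard error 0.54).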

Consistent with previous work [7], the vast majority of gene expression changes in this program emerged in wild-type cells on the stiff substrate months before the induction of replicative senescence and intensified over time (Fig. 2f, S2i). This program was similarly regulated in wild-type cells on soft matrices in terms of the directionality and magnitude of induction relative to the first time point (Fig. 2g, S2j). In contrast, this senescence-associated program was largely unchanged in hTERT-expressing cells across stiffnesses, demonstrating that hTERT expression was sufficient to suppress transcriptional changes associated with replicative senescence induction (Fig. 2g, S2k). Likewise, the senescence-associated program in wild-type cells grown on soft and intermediate matrices was similarly regulated across time in wild-type cells on the stiff substrate (Fig. S2l, S3d-f). Thus, WI-38 cells cultured on a range of matrix stiffnesses exhibit overall similar transcriptional changes across their proliferative lifespans, including the upregulation of many gene expression programs associated with replicative senescence.

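Of the 13184 program genes, 72.4% had already moved in the direction of time point 8 by time point 2 on the stiff substrate. The shares at time points 3 to 7 were 76.5%, 72.8%, 80.7%, 85.6% and 92.9%. These comparisons share the samples of time point 1 with the program itself, so unchanged samples do not give 50%. Simulated unchanged groups gave mean shares of 52.5% to 54.4%, and 95% of their 200 draws fell between 37.7% and 69.6%. The median absolute log2 fold change of the program was 0.28, 0.48, 0.37, 0.44, 0.53 and 0.75 at time points 2 to 7 and 1.06 at time point 8, where the genes had been selected. With genes at or under 3 counts in 1 of the time points set to their bound, these were 0.27, 0.45, 0.35, 0.41, 0.49 and 0.72, and 1.02 at time point 8. With an adjusted p under 0.05, 23.8% of the program was changed in that direction at time point 2 and 70.7% at time point 7. Time point 2 had 2 samples, and its share was 65.3% without replicate 1. Over all genes tested, 4078 were changed at time point 2, and 9749, 8166, 8868, 10942 and 11026 at time points 3 to 7 (edgeR's quasi-likelihood test). Neither the medians nor the counts rose at every step, with a fall from time point 3 to time point 4.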

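On soft matrices, 85.0% of the 13184 program genes changed in the same direction as on the stiff substrate between time points 1 and 8. By matrix, the share was 88.4% on 0.5 kPa, 86.0% on 2 kPa, 71.6% on 16 kPa and 81.9% on 32 kPa. No sample is shared with the stiff comparison, and 1000 simulated unchanged contrasts gave a mean of 49.5% for the soft mean, 95% of them between 34.8% and 64.0%. These drew fewer samples at time point 1 than the soft mean holds. The median absolute log2 fold change of the program was 0.64 for the soft mean, and 0.66, 0.64, 0.74 and 0.68 on 0.5, 2, 16 and 32 kPa. Bounds in place of genes at or under 3 counts gave 0.63 for the soft mean. The corresponding value on the stiff substrate is raised by selection, since the genes were chosen on those samples. Across genes, which are not independent replicates, the slope of the soft change on the stiff change was 0.59, and 21.6% of genes had the larger absolute change on soft matrices. With the program limited to genes with an absolute log2 fold change above 1, the share for the soft mean was 92.5%. On 16 kPa, with 2 samples at time point 8, the share was 64.0% without replicate 1 and 76.4% without replicate 2, and the median 1.11 and 0.61.

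**Figure D1:**
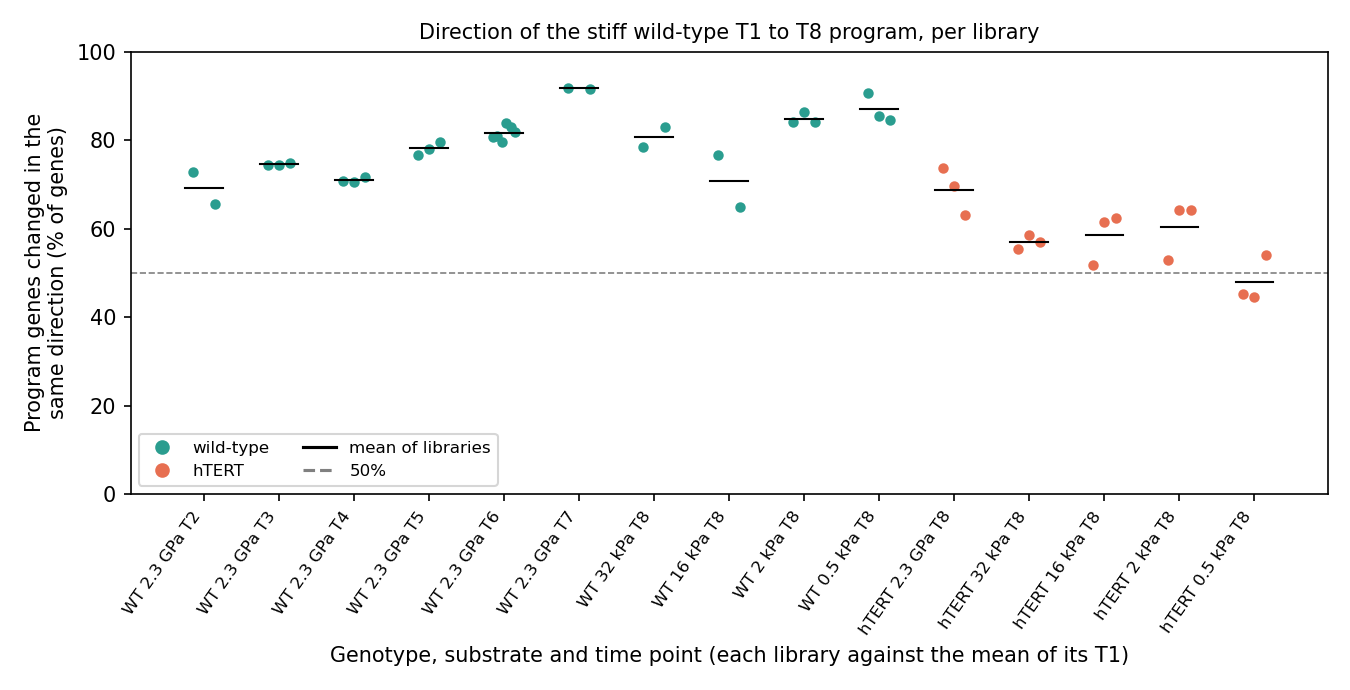
Share of the program genes whose change from the mean of time point 1 went in the direction of the program (y axis, in %). Wild-type cells on the stiff substrate are shown at time points 2 to 7. Wild-type cells on soft matrices and hTERT cells on every stiffness are shown at time point 8. Points are samples, bars are their means and the dashed line is 50%.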

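In hTERT cells, 71.8% of the program genes moved in the wild-type direction on the stiff substrate between time points 1 and 8. On 0.5, 2, 16 and 32 kPa the shares were 46.4%, 61.3%, 58.4% and 58.4%, and for the soft mean it was 56.8%. Simulated unchanged contrasts gave shares of which 95% fell between 34.0% and 65.9%, so only the share on the stiff substrate lay above their range. Those for the soft mean drew fewer samples at time point 1 than the contrast holds. The median absolute log2 fold change of the program in hTERT cells was 0.27 on the stiff substrate, 0.25, 0.22, 0.26 and 0.25 on the soft matrices and 0.21 for their mean. With bounds for genes at or under 3 counts, it was 0.24 on the stiff substrate and 0.19 for the soft mean. With an adjusted p under 0.05, 27.4% of the program genes were changed in the wild-type direction on the stiff substrate and 4.63% against it. For the soft mean these were 32.2% and 19.1%. Over all genes tested, 5209 were changed on the stiff substrate and 4924, 4295, 5605 and 5157 on 0.5, 2, 16 and 32 kPa (edgeR's quasi-likelihood test). A direct test of the difference between genotypes called 9417 genes on the stiff substrate. On soft matrices it called 12952, 6062 with the higher change in wild-type cells and 6890 with the lower. With DESeq2 size factors these were 6833 and 6069, so which direction held more genes depends on the scaling.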

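For the softest matrix, the program was taken as the 12075 genes changed between time points 1 and 8 in wild-type cells on 0.5 kPa, 6224 higher and 5851 lower (edgeR's quasi-likelihood test, n = 3 each). With other scalings or filters, 48.6% to 54.4% of the changed genes were higher. By time point 8 on the stiff substrate, 89.6% of these genes had moved in the same direction, 74.4% with an adjusted p under 0.05, and their median absolute log2 fold change was 0.93. At time points 2 to 7 the shares moving in the same direction were 62.7%, 62.4%, 57.4%, 66.6%, 69.0% and 78.1%. The other soft matrices had 11897 changed genes on 2 kPa, 13041 on 16 kPa and 12419 on 32 kPa. With only the compared samples fitted, these were 12864, 4148 and 11339, so the number on 16 kPa depends on the fit. Cells on the intermediate matrices are not analysed here.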

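Whether genes changed by different amounts on soft and stiff surfaces was tested directly, as the mean change on the soft matrices minus the change on the stiff substrate. In wild-type cells 8782 genes differed, 4079 with the higher change on soft matrices and 4703 with the lower (adjusted p under 0.05, edgeR's quasi-likelihood test). Over the alternatives, 37.4% to 50.7% of the differing genes had the higher change on soft matrices, the least without scaling beyond the library total. The number was 6340 when only the compared samples were fitted, the largest move among the alternatives. Of the 13184 program genes, 6904 (52.4%) were among those that differed. Of these, 4335 changed in the same direction but by less on soft matrices, 661 in the same direction by more, and 1908 in the opposite direction. The other 1878 differing genes were outside the program. Among differing genes with a mean of at least 5 CPM, the lowest differences were those of TMOD1 (-4.62, standard error 0.40), ADAMTS19 (-4.43, standard error 0.44) and TRPA1 (-3.88, standard error 0.19). STK26, FOXE1 and BCHE had the highest. No fold is given for STK26 and BCHE, which had at most 1 count per sample on the stiff substrate at time point 8. For FOXE1 the difference of 6.23 was 4.43 without replicate 1 of 16 kPa at time point 8, where it was no longer called. From the EMT, myofibroblast and YAP target genes and the senescence-associated program, which it describes as similarly regulated across surfaces, for the program in both direction and magnitude on soft matrices, the paper concludes that WI-38 cells on a range of stiffnesses go through overall similar transcriptional changes over their lifespans.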

### Average telomere length is not critically shortened with matrix softening

Periodically through the replicative lifespan of wild-type cells grown on plastic, genomic DNA samples were collected for quantification of relative telomere lengths using quantitative PCR (qPCR) [23–25]. Overlapping relative telomere lengths with the growth curve revealed that telomeres were ~ 80% shorter at the onset of replicative senescence than at time 0 (PDL29) (Fig. 3a). Given the earlier onset of replicative slowing and arrest and senescence-like phenotypes for wild-type WI-38 cells grown on soft substrates, we used qPCR to evaluate two alternative hypotheses: 1) that cells on soft substrates exhibited senescence-like behavior prior to critical telomere shortening, or 2) that the soft-substrate environment accelerated telomere shortening to induce replicative senescence earlier.

**Fig. 3:**
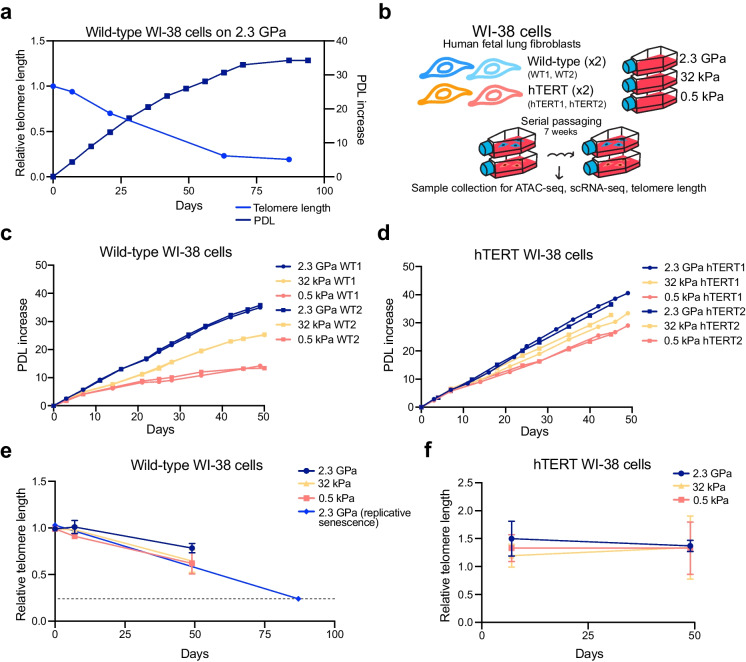
Telomeres are not critically shortened with matrix softening. (**a**) Line graph displaying days in culture (x-axis) versus relative telomere length (left y-axis) or versus the PDL increase (right y-axis) for wild-type WI-38 cells grown on stiff plastic. Samples are from the time course in Fig.1e. (**b**) Schematic for the 7 week time course experiment. (**c**, **d**) Line graphs displaying the days in culture (x-axis) versus the PDL increase from day 0 (y-axis) for (**c**) wild-type and (**d**) hTERT-expressing WI-38 cells on different matrices. (**e**, **f**) Line graphs displaying days in culture (x-axis) versus the relative telomere length (y-axis) for (**e**) wild-type or (**f**) hTERT WI-38 cells on the indicated surfaces. The “2.3 GPa (replicative senescence) sample” is the same as in (**a**). 2 replicates were performed for telomere measurements in (**e**, **f**). 1 sample was used in (**a**)

In order to collect samples for telomere quantification across a wider variety of conditions and acquire data from additional modalities (ATAC-sequencing and single-cell [sc]RNA-sequencing), we performed an additional time course experiment with wild-type and hTERT-expressing WI-38 cells (Fig. 3b). We used a sparser set of stiffnesses (2.3 GPa plastic, 0.5 kPa PDMS, 32 kPa PDMS) and limited to the first seven weeks of growth, a time period in which substrate-dependent phenotypes emerged in our initial experiment. Growth dynamics were reproduced here: the number of population doublings undergone by wild-type WI-38 cells decreased with matrix softening (Fig. 3c,d), and by day 50, wild-type cells on the 0.5 kPa surface ceased proliferating while those on the 32 kPa surface slowed but did not stop dividing (Fig. 3c).

Telomere qPCR was performed on samples harvested at 0, 1, and 7 weeks to measure relative telomere lengths [23–25]. Telomeres in wild-type WI-38 cells shortened over this time frame, with softer matrices modestly inducing greater telomere loss (Fig. 3e). Nonetheless, average decreases of 35% and 38% on the 32 kPa and 0.5 kPa surfaces, respectively, were far less than the ~ 80% loss that coincided with replicative senescence on 2.3 GPa substrate (Fig. 3a,e). Meanwhile, over the 7 week time course, hTERT cells on all surfaces showed a consistent telomere length (Fig. 3f). Thus, while matrix softening accelerated the rate of telomere shortening, the level of degradation observed appeared insufficient for induction of replicative senescence.

### Matrix softening induces opening of AP-1 transcription factor binding sites

We next used ATAC-sequencing data to understand how matrix stiffness affects the epigenomic landscape. Samples were collected after 1, 4, and 7 weeks of culturing, and library quality was verified using fragment size distribution and enrichment around transcriptional start sites (Fig. 4a, S4a-d). Dimensionality reduction was performed using UMAP (uniform manifold approximation and projection), and akin to the bulk RNA-sequencing dataset, genotype was the main contributor to variance among the samples (Fig. 4b). Samples distribution was also dependent on time point and matrix stiffness, indicating that all three variables contributed to chromatin accessibility changes (Fig. 4b).

**Fig. 4:**
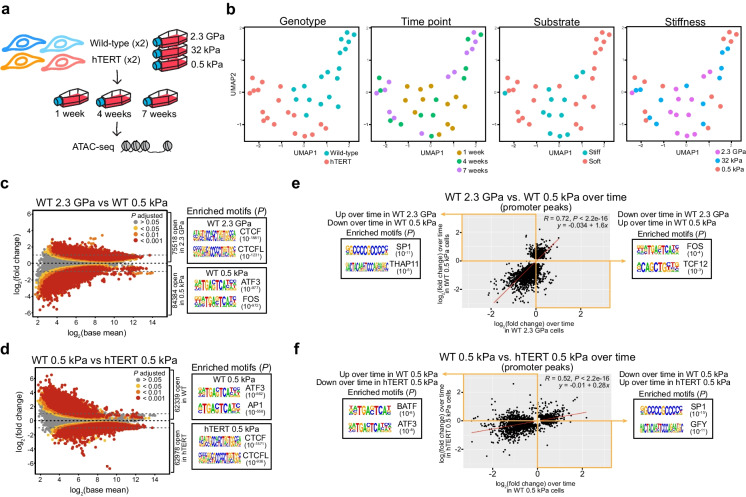
Matrix softening triggers opening of AP-1 transcription factor binding sites. (**a**) Schematic for the ATAC-sequencing experiment. (**b**) Uniform manifold approximation and projection (UMAP) projections of ATAC samples (all peaks analysis) showing UMAP1 and UMAP2 colored by different variables. (**c**, **d**) Log_2_ mean reads per region versus differential accessibility [log_2_(fold change)] for all peaks in the (**c**) wild-type 2.3 GPa versus wild-type 0.5 kPa comparison or the (**d**) wild-type 0.5 kPa versus hTERT 0.5 kPa comparison. The top 2 transcription factor motifs enriched in differentially accessible regions identified by HOMER known motif analysis are shown. (**e**, **f**) All differentially accessible promoter regions over time (time 1 versus time 7) in (**e**) wild-type cells on 2.3 GPa versus wild-type cells on 0.5 kPa or (**f**) wild-type cells on 0.5 kPa versus hTERT cells on 0.5 kPa were plotted as a function of the log_2_(fold change) in each comparison. Yellow boxes denote anti-correlated peaks. The top 2 transcription factor motifs enriched in the two anti-correlated peak sets identified by HOMER known motif analysis are shown. *P* values for motif analysis were calculated using HOMER (**c**-**f**). Pearson correlation coefficients (*R*) and *P* values were calculated using ggpubr in R via stat_cor() and regression line equations were estimated using stat_regline_equation() (**e**,**f**)

Differentially accessible peaks across sample comparisons were classified by genomic region. Matrix softening in wild-type WI-38 cells led to an increase of ATAC peaks in intronic and undefined regions of the genome (Fig. S5a). Additionally, mapping peaks to the nearest transcriptional start site identified that with substrate softening, peaks in wild-type cells mapped further from transcriptional start sites (Fig. S5b). These results were consistent with prior work [7] demonstrating that accessibility increases in undefined genomic regions in senescent cells.

Generally, matrix softening led to an increase in chromatin accessibility (Fig. S5c). Motif analysis using HOMER [26] of differentially accessible regions between conditions revealed striking patterns of transcription factor motif enrichment (Supplemental Data File 3). Matrix softening resulted in an increase in chromatin accessibility at activator protein-1 (AP-1) transcription factor component motifs (e.g. FOS, ATF3, JUN) specifically in wild-type WI-38 cells and not hTERT cells (Fig. 4c,d, S5d,e) (Supplemental Data File 3). Meanwhile, matrix stiffening as well as hTERT expression led to an increase in accessibility at CTCF-related motifs (Fig. 4c,d, S5d,e, Supplemental Data File 3).

If the increasing AP-1 motif accessibility with matrix softening in wild-type WI-38 cells contributed to their premature proliferative arrest, then these changes in accessibility would be expected to intensify over time. To determine the most robust accessibility changes across the 7 weeks, “anti-correlated” peaks were identified, defined as those whose accessibility increased over time in one condition while simultaneously decreasing in accessibility over time in a second condition. This method allowed us to pinpoint opposing processes most likely to contribute to the phenotypic divergence of wild-type cells on soft substrates. After identifying anti-correlated peaks between wild-type cells on stiff and soft substrates, motif enrichment analysis was performed. These analyses revealed that matrix softening resulted in an increase in AP-1 motif accessibility over time, in both promoter and genome-wide ATAC peaks of wild-type cells (Fig. 4e, S5f). Simultaneously, AP-1 motif accessibility decreased over time on stiff substrates (Fig. 4e, S5f). Additionally, comparison of wild-type and hTERT cells on soft substrates revealed AP-1 motif accessibility to inversely change between genotypes, increasing in wild-type cells and decreasing in hTERT-expressing cells across time (Fig. 4f, S5g).

The AP-1 transcription factor is a dimer that comprises proteins from the JUN, FOS, ATF, and/or MAF families [27, 28]. AP-1 regulates diverse transcriptional programs in response to cellular stress, growth factors, cytokines, and more, and the composition of the AP-1 dimer determines the activation of specific gene expression programs [27, 29]. To discern which AP-1 subfamilies may drive the increased motif accessibility in wild-type cells with matrix softening, motif sequences were compared to known binding elements of AP-1 family proteins. The AP-1 motifs identified by HOMER closely resembled 12-O-tetra-decanoylphorbol-13-acetate (TPA) response elements (TREs) rather than other motifs bound by AP-1 family members (Fig. 4c-f, S5d-h, Supplemental Data File 3)^2730^. TREs are preferentially bound by JUN and FOS family proteins rather than ATF and MAF proteins, suggesting that matrix softening induced JUN and/or FOS DNA binding in wild-type WI-38 cells [27, 28, 30, 31].

### Environmental stiffness and hTERT status affect the formation of unique G1 cell states

ATAC-sequencing revealed the presence of distinct chromatin states dependent on matrix stiffness and genotype. To further investigate the formation of cellular states, scRNA-sequencing was performed on wild-type and hTERT cells after 1, 4, and 7 weeks of culturing on different matrices (Fig. 5a). Over 100,000 individual cells were profiled, and 9 cell clusters were identified after performing dimensionality reduction and clustering approaches optimized to capture the broadest transcriptional differences across the dataset (Fig. 5b, S6a,b). Using established markers for S and G2/M phases, cells were classified by cell cycle phase [32]. Wild-type and hTERT cells across all matrix stiffnesses occupied the three S and G2/M phase clusters (clusters 0, 5, and 6), suggesting similarity in actively dividing cells across conditions (Fig. 5c-e, S6c-g).

**Fig. 5:**
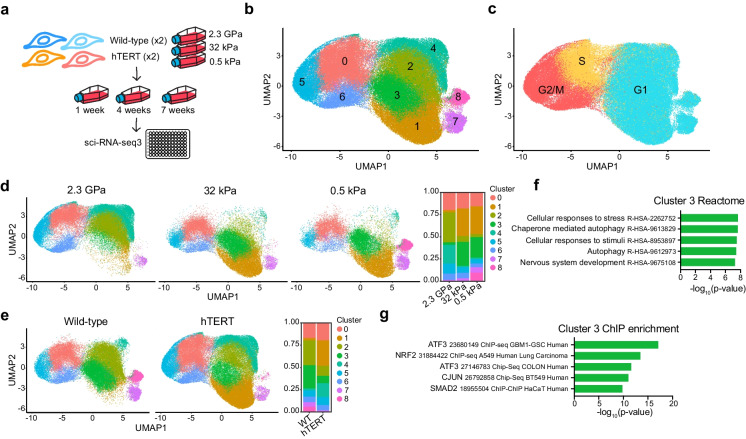
Formation of distinct G1 states depends on matrix stiffness and hTERT status. (**a**) Schematic for the scRNA-sequencing experiment. (**b**) UMAP projection showing UMAP1 and UMAP2 colored by cluster. (**c**) UMAP plot from (**b**) colored by different phases of the cell cycle. (**d**, **e**) (Left) UMAP plot from (**b**) split by (**d**) matrix stiffness or (**e**) genotype. (Right) Bar graph displaying the relative proportion of cells in each cluster. (**f**) Top 5 significantly enriched terms in cluster 3 markers in the 2022 Reactome pathway database via Enrichr [33–35]. (**g**) Top 5 significantly enriched chromatin immunoprecipitation (ChIP) datasets in cluster 3 markers using ChIP enrichment analysis via Enrichr [33–35]

In contrast, G1 cluster formation was influenced by genotype and environmental stiffness (Fig. 5c-e, S6c-g). Cells expressing senescence-associated signatures appeared almost exclusively in wild-type cells on the softest 0.5 kPa substrate (Fig. 5d,e, S6g,h). For each of the most populated G1 clusters (clusters 1–4), the majority of cells derived from a unique combination of substrate stiffness and wild-type/hTERT status: wild-type cells on stiff or soft matrices in clusters 2 and 3, respectively, and hTERT cells on stiff or soft matrices in clusters 4 and 1, respectively (Fig. 5d-e, S6c,f,g). Leveraging this separation, markers of each cluster were used to identify pathways active in each population (Supplemental Data File 4). While the majority of markers were specific to each cluster, genes upregulated in clusters 1, 2, and 4 were associated with shared biological pathways, including ECM organization and collagen biosynthesis (Fig. S6i, Supplemental Data File 4). In contrast, markers of G1 cells from wild-type cells on soft matrices were uniquely associated with stress signaling pathways (Fig. 5f). To identify putative transcription factors that may mediate this transcriptional shift, chromatin immunoprecipitation (ChIP) enrichment analysis of cluster 3 markers was performed. G1 phase wild-type cells on soft substrates were characterized by an upregulation of genes bound by AP-1 transcription factor components (Fig. 5g). Thus, the enhanced AP-1 motif accessibility on soft matrices in wild-type WI-38 cells was concordant with the transcriptional profile of the distinct G1 population that emerged under those conditions.

### *JUNB* is upregulated as cell proliferation slows on soft matrices

ATAC- and scRNA-sequencing revealed a distinct opening of JUN/FOS binding motifs and activation of AP-1 target genes in G1 phase when wild-type WI-38 cells were moved to softer matrices. We revisited our bulk RNA-sequencing data to further explore the connection between JUN/FOS expression, matrix stiffness, and proliferative lifespan in WI-38 cells. The JUN family consists of the c-JUN (*JUN*), JUNB, and JUND proteins and the FOS family comprises c-FOS (*FOS*), FOSB, FOSL1, and FOSL2 [27]. As differential expression of individual components can modulate dimer composition [27], expression patterns of these seven genes were analyzed in the bulk RNA-sequencing dataset. 

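Levels of the 7 genes of the JUN and FOS families were computed for all 178 samples. Over all stiffnesses and time points, JUN had 266 ± 34.9 CPM in wild-type cells (SD, n = 85) and 254 ± 34.5 CPM in hTERT cells (SD, n = 93). JUND had 91.4 ± 21.4 and 80.3 ± 18.7 CPM, and JUNB 29.4 ± 8.15 and 22.3 ± 2.66 CPM. FOS and FOSB were near the floor. FOS was at 0.334 ± 0.213 CPM in wild-type cells and 0.358 ± 0.201 CPM in hTERT cells, and it ran from 0 to 1.15 CPM over all samples. FOSB was at 0.487 ± 0.222 and 0.388 ± 0.280 CPM. In GRCh38, JUN lies on chromosome 1 from 58776845 to 58784048, JUNB on chromosome 19 from 12791486 to 12793315, JUND on chromosome 19 from 18279694 to 18281622, FOS on chromosome 14 from 75278826 to 75282230 and FOSB on chromosome 19 from 45467995 to 45475179. Exons of JUNB overlap those of HOOK2 on the opposite strand.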

All three JUN transcripts as well as *FOSL1* and *FOSL2* were expressed (Fig. S7a). However, *FOSL1* and *FOSL2* were more highly expressed in hTERT cells compared to wild-type cells as well as cells grown on stiff compared to soft matrices, suggesting these genes were likely not mediating the increase in AP-1 activity in wild-type cells with matrix softening (Fig. S7b,c).

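FOSL1, on chromosome 11 from 65892049 to 65900573 (GRCh38), had 305 ± 52.2 CPM in hTERT cells (SD, n = 93) and 211 ± 46.1 CPM in wild-type cells (SD, n = 85). Because time points 1 to 4 hold every genotype and stiffness, groups were compared over these, with each combination given the same weight. There, the log2 fold change of wild-type against hTERT cells was -0.45 (standard error 0.017, adjusted p = 1.3e-51 from edgeR's quasi-likelihood test), and with all samples pooled as in Fig. S7c it was -0.53. FOSL2, on chromosome 2 from 28392448 to 28417317, had 108 ± 32.4 CPM in hTERT cells and 95.9 ± 29.1 CPM in wild-type cells. Its log2 fold change was -0.077 over time points 1 to 4 (standard error 0.021, adjusted p = 9.0e-04, edgeR) and -0.16 over all samples. Between surfaces, FOSL1 had 289 ± 70.9 CPM on the stiff substrate (SD, n = 45) and 251 ± 64.6 CPM on soft matrices (SD, n = 133). The log2 fold change of soft against stiff over time points 1 to 4 was -0.35 (adjusted p = 9.3e-32, edgeR). FOSL2 had 131 ± 41.2 and 92.3 ± 19.3 CPM, a log2 fold change of -0.65 (adjusted p = 7.6e-50, edgeR). Over all samples these were -0.27 and -0.52, and all 4 pooled comparisons were also past the threshold.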

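JUNB was higher in wild-type than in hTERT cells over time points 1 to 4, by a log2 fold change of 0.24 (standard error 0.021, adjusted p = 5.6e-20 from edgeR's quasi-likelihood test), and by 0.42 over all samples (adjusted p = 1.1e-16, edgeR). JUND was higher by 0.20 over time points 1 to 4 (standard error 0.026, adjusted p = 1.4e-11, edgeR) and by 0.21 over all samples. For JUN the log2 fold change over time points 1 to 4 was 0.0042, within its standard error of 0.014 (adjusted p = 0.85, edgeR). It was -0.0016 without a filter on low counts and -0.010 without scaling between samples beyond their totals. Pooled over all 85 wild-type and 93 hTERT samples as in Fig. S7c, JUN was higher by 0.095 (adjusted p = 8.3e-04, edgeR). The pooled samples of the 2 genotypes differ in their time points. Between surfaces over time points 1 to 4, with both genotypes, JUNB was not higher on soft matrices (log2 fold change -0.055, adjusted p = 0.070, edgeR). JUN and JUND were higher there, by 0.081 (adjusted p = 3.8e-05, edgeR) and 0.17 (adjusted p = 5.0e-06, edgeR). Over all samples the values of JUNB, JUN and JUND were -0.088, 0.16 and 0.11, of which only that of JUN was past the threshold.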

Meanwhile, JUN family proteins’ transcripts were upregulated in wild-type cells relative to hTERT cells (Fig. S7c). 

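From time point 1 to time points 2, 3 and 4 on soft matrices, the log2 fold changes of JUN in wild-type cells were 0.14, 0.18 and 0.037 (adjusted p = 1.3e-04, 2.8e-07 and 0.34 from edgeR's quasi-likelihood test, n = 12 each). At time point 8 JUN was at 299 ± 38.2 CPM (SD, n = 10) against 266 ± 22.7 CPM at time point 1 (SD, n = 12), a log2 fold change of 0.27 (adjusted p = 4.7e-13, edgeR). A permutation test of the same samples gave p = 0.0097 for JUN. On the stiff substrate JUN was raised by 0.16 at time point 3 (adjusted p = 0.023, edgeR), a call lost in 4 of the 6 fits that each left out 1 sample. It had log2 fold changes of -0.15 and -0.22 at time points 6 and 7, and without replicate 1 of time point 1 these were -0.10 and -0.17 and no longer called. At time point 8, with 244 ± 9.92 CPM against 235 ± 21.5 CPM at time point 1, its log2 fold change of 0.040 was not past the threshold (adjusted p = 0.64, edgeR). JUND went on soft matrices from 107 ± 14.1 CPM at time point 1 to 80.2 ± 5.84 CPM at time point 3 and 80.6 ± 9.69 CPM at time point 4 (log2 fold changes -0.34 and -0.34). By time point 8 it was at 123 ± 33.4 CPM, a log2 fold change of 0.28 against time point 1 (adjusted p = 1.1e-05, edgeR). The ranges overlapped, and a permutation test of the CPM of the 10 and 12 samples gave p = 0.15. On the stiff substrate JUND was raised at time points 3, 5 and 6 (log2 fold changes 0.43, 0.33 and 0.37) and at time point 8 (0.62, standard error 0.13, adjusted p = 8.0e-06, edgeR). The call at time point 5 was lost in 3 of the 6 fits that each left out 1 sample. At time points 4 and 7 JUND was not raised (-0.083 and 0.085).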

*JUN* and *JUND* showed variable expression over time in wild-type cells across matrix types (Fig. 6a). 

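In wild-type cells on soft matrices, JUNB was at 22.7 ± 1.26 CPM at time point 1, 23.1 ± 1.57 CPM at time point 2, 26.1 ± 3.23 CPM at time point 3 and 32.3 ± 5.36 CPM at time point 4 (SD, n = 12 each). At time point 8 it was at 43.1 ± 6.20 CPM (SD, n = 10). Against time point 1, its log2 fold change at time point 2, 0.070, was not past the threshold (adjusted p = 0.32 from edgeR's quasi-likelihood test). It was 0.26 at time point 3 (standard error 0.048, adjusted p = 1.0e-06, edgeR), 0.57 at time point 4 (adjusted p = 1.4e-21, edgeR) and 1.01 at time point 8 (standard error 0.049, adjusted p = 1.8e-41, edgeR). All 10 samples of time point 8 were above all 12 of time point 1. In hTERT cells on the same matrices JUNB did not change between time points 1 and 8 by more than the error (log2 fold change -0.040, adjusted p = 0.54, edgeR). The change in wild-type cells exceeded that in hTERT cells by 1.05 (standard error 0.069, adjusted p = 2.2e-29, edgeR).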

*JUNB*, however, was steadily induced over time in wild-type cells on soft matrices (Fig. 6a). Similarly, when cells were grown on the intermediate stiffness matrices, *JUNB* expression was upregulated across time (Fig. S7d). On the stiff substrate, *JUNB* expression remained relatively constant until replicative senescence, when *JUNB* was induced (Fig. 6a). 

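On the stiff substrate, wild-type cells had 21.6 ± 2.36 CPM of JUNB at time point 1 (SD, n = 3), 26.8 ± 6.74 at time point 2 (n = 2), 26.3 ± 0.825 at time point 3 (n = 3), 24.2 ± 0.606 at time point 4 (n = 3) and 49.2 ± 1.69 at time point 8 (n = 2). Against time point 1 the log2 fold changes at time points 2, 3 and 4 were 0.30, 0.27 and 0.14 (adjusted p = 0.030, 0.014 and 0.25 from edgeR's quasi-likelihood test). At time points 5, 6 and 7 they were 0.37, 0.45 and 0.67 (adjusted p = 5.5e-04, 9.0e-07 and 1.4e-08, edgeR), and at time point 8 it was 1.18 (standard error 0.10, adjusted p = 6.6e-21, edgeR). The value at time point 2 was 0.011 without replicate 2 and 0.54 without replicate 1. The call at time point 3 was lost in 2 of the 6 fits that each left out 1 sample, with adjusted p up to 0.13 (edgeR, without replicate 3 of time point 1). Between time points 1 and 8, the change on soft matrices minus that on the stiff substrate was -0.17 (standard error 0.11, adjusted p = 0.24, edgeR), not past the threshold.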

To understand how matrix stiffness regulated *JUNB*, its expression was examined when cells started to exhibit growth arrest in response to matrix softening (time point 4) (Fig. 2a). 

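At time point 4, JUNB in wild-type cells was at 24.2 ± 0.606 CPM on the stiff substrate (SD, n = 3) and at 27.3 ± 0.389 on 32 kPa, 28.9 ± 0.607 on 16 kPa, 32.8 ± 2.52 on 2 kPa and 40.0 ± 2.99 on 0.5 kPa (n = 3 each). Against the stiff substrate its log2 fold changes were 0.15, 0.28, 0.47 and 0.77 from 32 to 0.5 kPa (adjusted p = 0.28, 0.014, 1.5e-05 and 4.8e-12 from edgeR's quasi-likelihood test). The value on 16 kPa was called in all but 1 of the 6 fits that each left out 1 sample. The mean over the 4 soft matrices was 0.42 (standard error 0.076, adjusted p = 1.9e-06, edgeR). All 12 soft samples were above the 3 stiff ones (two-sided exact permutation test, p = 0.0044, the smallest that 12 samples against 3 allow with the smaller tail doubled). JUN had log2 fold changes of -0.0035, -0.0096, -0.049 and 0.25 from 32 to 0.5 kPa, of which the last was past the threshold (adjusted p = 8.8e-04, edgeR). Its mean of 0.046 was not (adjusted p = 0.51, edgeR). JUND was at 64.2 ± 5.46 CPM on the stiff substrate and at 81.9 ± 6.17, 68.5 ± 7.39, 82.0 ± 6.77 and 89.9 ± 4.73 CPM from 32 to 0.5 kPa. Its log2 fold changes were 0.32, 0.11, 0.37 and 0.53, past the threshold on all but 16 kPa, with a mean of 0.33 (standard error 0.093, adjusted p = 0.0020, edgeR). The exact permutation test gave p = 0.022 for JUND, with 11 of 12 soft samples above the stiff ones. Without replicate 2 of the stiff substrate, JUND was no longer called (log2 fold change 0.26). In all, 7618 genes were changed between soft and stiff at time point 4, 3726 higher and 3892 lower, and 5918 with the soft samples pooled as 1 group, the largest move among the alternatives. Among changed genes with a mean of at least 5 CPM and no overlap between surfaces, UNC13A, TMOD1 and MMP3 rose most (log2 fold changes 5.51, 4.53 and 3.96), and GFRA1, CEMIP and SYNE2 fell most (-2.49, -2.18 and -2.15).

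**Figure D2:**
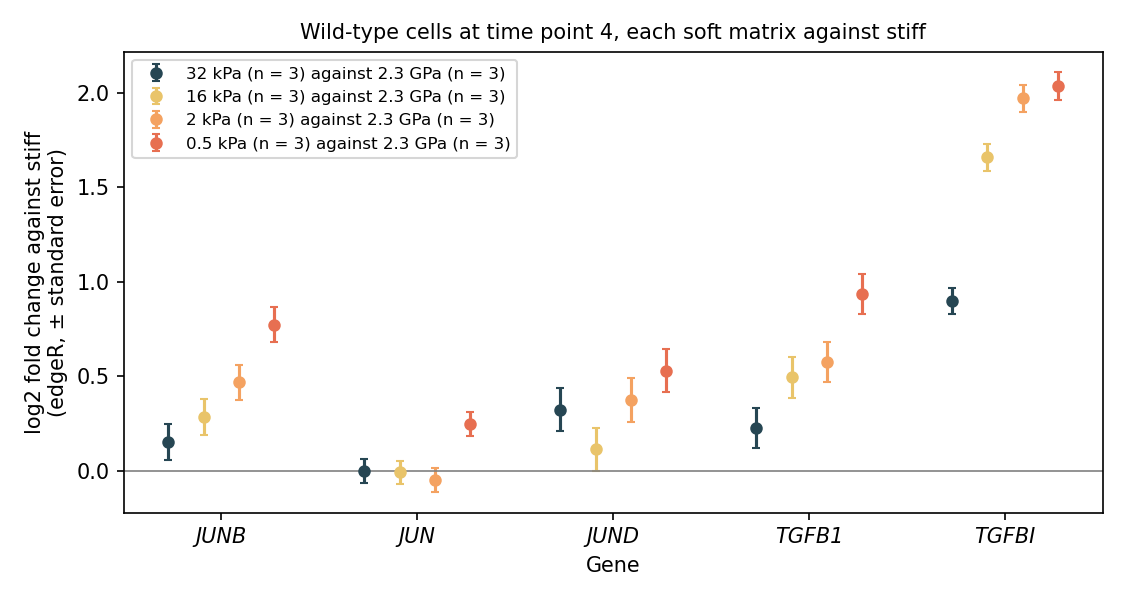
Log2 fold change (y axis) of JUNB, JUN, JUND, TGFB1 and TGFBI in wild-type cells on each soft matrix against the 2.3 GPa substrate at time point 4. Points are edgeR estimates with their standard errors, from 3 samples per surface.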

At this critical time, *JUNB*, and not *JUN* or *JUND*, showed upregulation with matrix softening (Fig. 6b). Similarly, in the scRNA-seq data, *JUNB* was upregulated in wild-type cells on the 0.5 kPa substrate expressing senescence-associated gene expression programs (Fig. S7e). Concurrently, a number of known JUNB target genes [33–35] demonstrated patterns of expression consistent with *JUNB* induction (Fig. S7f). For example, *CDKN2A*, which harbors the RNA transcript for JUNB target gene *p16*^*INK4A*^, was upregulated in wild-type cells on soft relative to stiff substrates (Fig. S7f). Together, the patterns of *JUNB* induction observed and previous work connecting JUNB with suppressing fibroblast proliferation (see Discussion) identified JUNB as a potential mediator of the premature WI-38 proliferative arrest with matrix softening.

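At time point 4 in wild-type cells, CDKN2A was at 29.5 ± 0.996 CPM on the stiff substrate (SD, n = 3) and 50.2 ± 8.24 CPM on soft matrices (SD, n = 12), a log2 fold change of 0.77 (standard error 0.10, adjusted p = 3.4e-10 from edgeR's quasi-likelihood test). Counts are per gene and do not separate the transcript of p16INK4A from others of the gene. BCL2, on chromosome 18 from 63123346 to 63320128 (GRCh38), went from 5.93 ± 1.29 CPM on the stiff substrate to 2.69 ± 0.891 CPM on soft matrices, a log2 fold change of -1.19 (standard error 0.15, adjusted p = 5.5e-12, edgeR). ID2, on chromosome 2 from 8678845 to 8684461, went from 133 ± 1.08 to 95.7 ± 11.9 CPM, a log2 fold change of -0.47 (standard error 0.17, adjusted p = 0.022, edgeR). The call for ID2 was lost in 3 of the 15 fits that each left out 1 sample, with adjusted p up to 0.071 (edgeR), and its exons overlap those of ID2-AS1 on the opposite strand. For each of the 3 genes, all 12 soft samples lay on the same side of the 3 stiff ones. Of the 32 listed genes, 26 were changed at time point 4, and 27 adjusted over the list alone.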

**Fig. 6:**
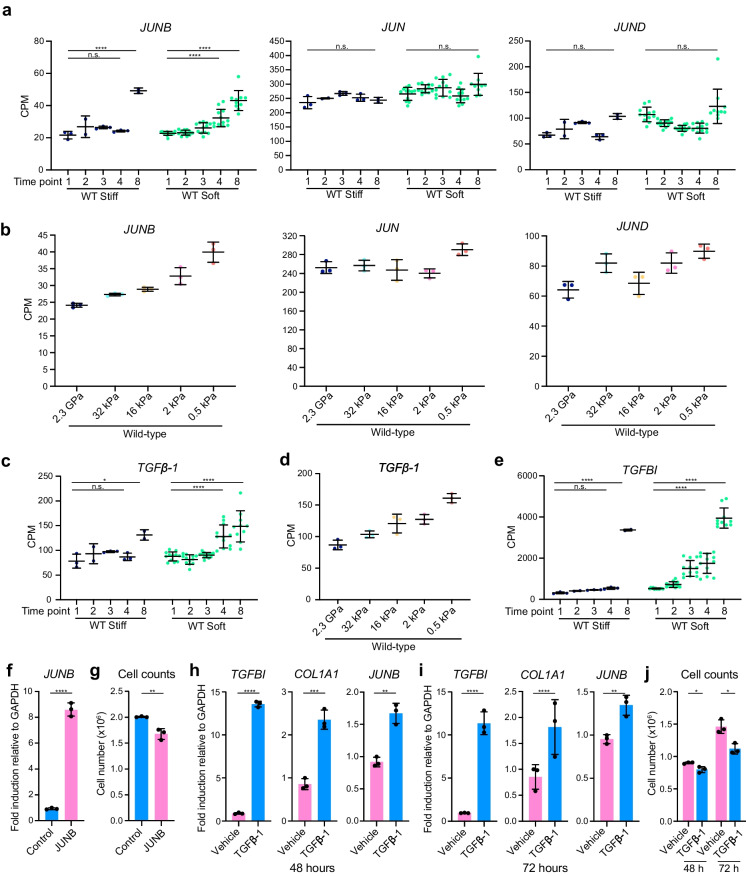
*JUNB* is upregulated as cells arrest with matrix softening. (**a**) Dot plots of JUN family transcript expression across time in wild-type WI-38 cells in the initial time course RNA-sequencing experiment. (**b**) JUN family transcript expression at time point 4 in wild-type cells across substrate stiffnesses. (**c**) Dot plots of *TGFβ-1* expression across time in wild-type cells. (**d**) *TGFβ-1* expression at time point 4 in wild-type cells across substrate stiffnesses. (**e**) Dot plot of *TGFBI* expression across time in wild-type WI-38 cells. (**f**) *JUNB* induction relative to *GAPDH* expression measured by qPCR in wild-type WI-38 cells grown on plastic 24 hours after transfection with a control eGFP vector or a JUNB overexpression plasmid. (**g**) Number of wild-type WI-38 cells grown on plastic 24 hours after transfection with a control EGFP vector or a JUNB overexpression plasmid. (**h**-**i**) Expression of *TGFBI*, *COL1A1*, and *JUNB* measured by qPCR in wild-type WI-38 cells grown on plastic (**h**) 48 or (**i**) 72 hours after treatment with a vehicle control or TGFβ-1. (**j**) Number of wild-type WI-38 cells grown on plastic 48 and 72 hours after treatment with a vehicle control or TGFβ-1. Dot plots and bar graphs show mean ± standard deviation. 3 replicates were used for the stiff time point 1, 3, and 4 conditions, 2 replicates were used for the stiff time point 2 and 8 conditions, 12 replicates were used for the soft time point 1, 2, 3, and 4 conditions, and 10 replicates were used for the soft time point 8 condition (**a**, **c**, **e**). 3 replicates were used for each condition in (**b**, **d**, **f**-**j**). P values were calculated by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**a**, **c**, **e**) or two-tailed Student’s t-test (**f**-**j**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. n.s., not significant

Diverse mechanisms can induce *JUNB* transcription, including the MAPK pathway, TGF-β signaling, STAT3 activation, and reactive oxygen species [34, 36–40]. Focusing on previously identified transcriptional activators of *JUNB* as candidate mediators of its expression, we identified several genes whose patterns of expression were similarly upregulated over time on soft matrices, specifically in wild-type cells. For example, TGF-β pathway signaling is known to induce *JUNB* [40], and *TGFβ1* expression and TGF-β target genes showed a time and matrix softening-dependent increase in expression (Fig. 6c-e, S7g-i). Likewise, in the scRNA-seq data, *JUNB* and *TGFβ1* were upregulated in the same cluster comprising wild-type cells on the softest substrate (Fig. S7e,h). Similarly, the *JUNB* regulator STAT3 [38, 39] and associated target genes were upregulated over time on soft matrices (Fig. S7j-m).

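TGFB1 lies on chromosome 19 from 41301587 to 41353922 (GRCh38), where its exons overlap those of HNRNPUL1 on the opposite strand. On soft matrices wild-type cells had 87.7 ± 9.21 CPM of TGFB1 at time point 1, 81.5 ± 9.65 at time point 2, 90.5 ± 5.33 at time point 3 and 128 ± 23.2 at time point 4 (SD, n = 12 each), and 149 ± 31.4 CPM at time point 8 (SD, n = 10). Its log2 fold changes against time point 1 at time points 2 and 3, -0.065 and 0.12, were not past the threshold (adjusted p = 0.43 and 0.052 from edgeR's quasi-likelihood test), although the latter was when adjusted over the list alone. They were 0.61 at time point 4 (adjusted p = 3.5e-20, edgeR) and 0.82 at time point 8 (standard error 0.056, adjusted p = 1.4e-28, edgeR). On the stiff substrate the log2 fold change at time point 8 was 0.74 (standard error 0.12, adjusted p = 1.5e-08, edgeR), and the soft change minus the stiff change, 0.083, was within its error (adjusted p = 0.67, edgeR). At time point 4, against 86.9 ± 7.55 CPM on the stiff substrate (n = 3), the log2 fold changes were 0.23, 0.49, 0.57 and 0.93 from 32 to 0.5 kPa (adjusted p = 0.12, 6.8e-05, 2.5e-06 and 4.8e-13, edgeR). The target gene TGFBI, on chromosome 5 from 136028988 to 136063818, rose from 526 ± 30.4 to 3947 ± 491 CPM on soft matrices (log2 fold change 3.00, standard error 0.038) and from 316 ± 43.7 to 3369 ± 43.0 CPM on the stiff substrate (3.40, standard error 0.079). At time point 4 its soft mean exceeded the stiff substrate by 1.64 (adjusted p = 5.5e-51, edgeR). In hTERT cells on soft matrices the changes from time point 1 to time point 8 were 0.29 for TGFB1 and 1.16 for TGFBI. They were smaller than in wild-type cells by 0.54 (adjusted p = 6.8e-10, edgeR) and 1.84 (adjusted p = 2.9e-67, edgeR).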

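STAT3, on chromosome 17 from 42313324 to 42388540 (GRCh38), rose in wild-type cells on soft matrices from 109 ± 5.12 CPM at time point 1 (SD, n = 12) to 148 ± 11.9 CPM at time point 8 (SD, n = 10), a log2 fold change of 0.53 (standard error 0.036, adjusted p = 3.4e-28 from edgeR's quasi-likelihood test). On the stiff substrate it rose from 80.3 ± 10.8 CPM (n = 3) to 179 ± 13.3 CPM (n = 2), a log2 fold change of 1.15. The soft change minus the stiff change was -0.62 (adjusted p = 4.5e-10, edgeR). At time point 4, soft matrices exceeded the stiff substrate by 0.20 (adjusted p = 0.0017, edgeR), with 11 of 12 soft samples above the 3 stiff ones. The target gene CCND1, on chromosome 11 from 69641156 to 69654474, went from 2010.1 ± 194 to 4590.5 ± 839.7 CPM on soft matrices (log2 fold change 1.23) and from 1315 ± 189.6 to 4459.5 ± 190.2 CPM on the stiff substrate (1.75), a difference of -0.52 (adjusted p = 4.8e-06, edgeR). BCL2L1, on chromosome 20 from 31664452 to 31723989, rose by 0.59 on soft matrices and by 0.68 on the stiff substrate, a difference not past the threshold (adjusted p = 0.45, edgeR). The difference for BCL2L1 was -0.092, and -0.19 without replicate 2 of 16 kPa at time point 8, where it was called. CCND1 overlaps LTO1 and BCL2L1 overlaps ABALON on the opposite strand. In hTERT cells on soft matrices STAT3 changed by 0.097, less than in wild-type cells by 0.43 (adjusted p = 1.2e-13, edgeR).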

To test if JUNB expression is sufficient to slow WI-38 cell proliferation, we overexpressed JUNB in wild-type WI-38 cells on stiff substrates, where expression is normally low. A control expression vector or a plasmid encoding JUNB were transfected into cells. JUNB expression resulted in a significant reduction in cells after 24 h compared to the control, suggesting that JUNB reduces the proliferation of WI-38 cells (Fig. 6f-g). We further tested the mechanism proposed in the manuscript that TGF-β signaling may induce *JUNB* expression and the subsequent slowing of proliferation. Wild-type WI-38 cells on stiff substrates were treated with TGFβ−1 or a vehicle control. After 48 and 72 h of TGFβ−1 treatment, downstream TGF-β signaling target genes *TGFBI* and *COL1A1* are significantly upregulated, indicating the cells are responding to the cytokine (Fig. 6h-i). Similarly, *JUNB* expression is significantly induced with TGFβ−1 treatment (Fig. 6h-i). In agreement with the JUNB overexpression experiment, proliferation was also diminished with TGFβ−1 treatment and subsequent *JUNB* upregulation (Fig. 6j).

## Discussion

Studies have previously revealed intriguing links between aging phenotypes and the mechanical environment. For example, stiffening of the oligodendrocyte progenitor cell microenvironment with age is sufficient to impair progenitor functions, growing aged chondrocytes on soft matrices restores gene expression programs reminiscent of younger cells, and fibroblasts secrete differential SASP programs dependent on substrate stiffness [41–43]. Such studies, however, have been limited to investigating the short-term impacts of altering substrate stiffness. Long-term cellular responses to changes in environmental stiffness, including its effect on replicative lifespan, are not understood. Here, we performed the first longitudinal study of how substrate stiffness affects the biology and lifespan of WI-38 cells, a classic model of cellular aging. We discovered that manipulating matrix stiffness had extensive effects on WI-38 cell biology that were consistent across a wide range of elastic moduli and different substrates. Matrix softening induced a premature proliferative arrest, the development of discrete G1 cell states, and the induction of *JUNB* expression with concomitant chromatin opening at AP-1 transcription factor binding sites. Ultimately, these changes resulted in wild-type WI-38 cells undergoing fewer population doublings before undergoing growth arrest.

### Short-term impacts of substrate stiffness on gene expression did not persist over time

We hypothesized that moving cells to softer matrices would dampen the induction of YAP, EMT, and myofibroblast gene expression programs previously observed in WI-38 cells undergoing replicative senescence, potentially lengthening replicative lifespan [7]. Attenuation of these replicative senescence-associated programs was previously observed with acute verteporfin treatment [7]. However, long-term verteporfin exposure at doses high enough to elicit a transcriptional response elicited cell death in WI-38 cells, driving our decision to alter mechanotransduction via environmental stiffness (Fig. S8a, data not shown). In the initial response to matrix softening, as expected, many of the YAP target genes previously associated with replicative senescence [7] were downregulated; however, their levels rebounded and increased over time (Fig. S2b,f,g). Other YAP targets were initially upregulated by the softer mechanical environment and further increased in expression with replicative age (Fig. S2f,g). 

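Over both genotypes at time point 1, 15 of the 22 YAP target genes were lower on soft matrices than on the stiff substrate and 7 higher, with a median log2 fold change of -0.25 (cameraPR on edgeR statistics, adjusted p = 0.043). With an adjusted p under 0.05, 10 were lower and 6 higher (edgeR's quasi-likelihood test, 24 samples against 6). The set's call was lost in 2 of the 30 fits that each left out 1 sample, and also with only genes of a mean CPM of at least 1 tested, without scaling beyond the library total, with the soft samples pooled and with the correlation between genes estimated from the data. In a model with the soft matrices as 1 group, the set's unadjusted p was 0.34 (cameraPR on edgeR statistics), and 67 of 100 groupings of the same samples gave one as low. Between time points 1 and 8 on soft matrices, 18 of the 22 rose in wild-type cells and 1 fell with an adjusted p under 0.05. Of the genes plotted for the initial response, ANKRD1 rose by a log2 fold change of 4.27 between these time points on soft matrices (adjusted p = 1.3e-50, edgeR) and CTGF by 0.41 (adjusted p = 3.5e-20, edgeR). CYR61 did not change by more than the error on soft matrices (0.027, adjusted p = 0.59, edgeR) and fell by 0.49 on the stiff substrate. AXL fell by 1.53 on soft matrices and by 1.98 on the stiff substrate.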

In all, the short-term changes in expression of YAP targets driven by environmental stiffness was not sufficient to overcome their dynamics in response to replicative age. These observations undermined our hypothesis, suggesting instead that replicative lifespan triggers the YAP signaling pathway orthogonally from mechanical cues.

Like YAP target genes, EMT genes also increase in expression when WI-38 cells approach replicative senescence on hard surfaces [7]. On soft substrates, EMT genes exhibited varied initial responses but ultimately increased through time (Fig. 2d, S2c). 

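In wild-type cells at time point 1, 28 of the 88 EMT genes were higher on soft matrices than on the stiff substrate and 36 lower with an adjusted p under 0.05 (edgeR's quasi-likelihood test, 12 samples against 3). Their median log2 fold change was 0.027, with 46 genes above 0 and 42 below.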

A similar pattern was again observed for myofibroblast markers that are associated with replicative senescence on stiff surfaces (Fig. S2d,e) [7]. These consistent patterns of short-term modification of gene expression by substrate stiffness, followed by long-term reversion to the expression patterns associated with replicative age, highlighted that paradigms of acute responses to substrate stiffness may not apply to long-term responses. These observations bolstered the conclusion that mechanical environments and replicative age may provide orthogonal stimuli for highly overlapping transcriptional programs.

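For the 24 myofibroblast markers in wild-type cells at time point 1, the median log2 fold change of soft matrices against the stiff substrate was 0.056, with 14 markers above 0 and 10 below. With an adjusted p under 0.05, 6 were higher and 7 lower (edgeR's quasi-likelihood test). Between time points 1 and 8 on soft matrices, 18 of the 24 rose and 5 fell.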

### Expression of hTERT suppresses early indications of senescence-like phenotypes on soft substrates

Changes in gene expression previously established as specific to replicative senescence [7] were broadly consistent as WI-38 cells approached proliferative arrest, regardless of substrate stiffness. Nonetheless, multiple cellular phenotypes varied substantially depending on the mechanical environment. First, the proliferation kinetics differed from cells undergoing replicative senescence: the cellular growth rate slowed earlier on softer substrates (Fig. S8b-c). Second, induction of SASP markers was dampened on soft substrates (Fig. 2e, S2h). The dissimilar regulation of this program may be the result of different mechanisms contributing to the cessation in proliferation or the influence of substrate stiffness on the senescent secretory profile, which has previously been shown to modulate SASP [43]. Third, average telomere length was not critically shortened on soft matrices ahead of replicative arrest (Fig. 3e). Finally, despite consistent behavior of senescence-relevant gene expression programs across stiffnesses, distinct epigenomic and transcriptional programs emerged with matrix softening that were also influenced by hTERT expression (Figs. 4,5). These observations indicated the existence of unique paths towards proliferative arrest dependent on environmental stiffness.

While matrix softening induced a proliferative arrest and morphological changes associated with senescence in wild-type WI-38 cells, hTERT-expressing cells, after an initial reduction in growth rate, showed no signs of a growth arrest after 5 months of culturing across matrix stiffnesses. hTERT expression rescued many morphological, proliferative, transcriptional, and epigenetic phenotypes induced by matrix softening. Previously, TERT has been shown to be insufficient to prevent various forms of premature stress-induced senescence, such as via ionizing radiation or oxidative damage [44, 45]. Here, however, TERT rescued the premature growth arrest induced by matrix softening in the absence of critical telomere shortening.

Multiple mechanisms could explain the early influence of TERT on matrix softening-induced cellular phenotypes. One possibility is that the same DNA damage response to short telomeres on stiff substrates occurs earlier on soft matrices. This would require soft substrates to either increase the variance of telomere length (thereby allowing extreme degradation of one or more telomeres) or reduce the threshold of telomere shortening needed to trigger replicative senescence. In our study, while telomere loss per unit time was similarly rapid across substrates, we note that telomere loss per population doubling accelerated on soft substrates (Fig. S8d). However, when cellular phenotypes manifested, no accompanying transcriptional activation of DNA damage response markers was detected on soft matrices (Fig. S8e) [46–48]. 

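The 6 genes plotted in Fig. S8e were compared in wild-type cells at time point 4, between 12 samples on soft matrices and 3 on the stiff substrate. All had negative log2 fold changes. PRKDC, on chromosome 8 from 47773111 to 47960178 (GRCh38), was at 413 ± 51.2 CPM on the stiff substrate (SD, n = 3) and 267 ± 47.9 CPM on soft matrices (SD, n = 12), a log2 fold change of -0.62 (standard error 0.15, adjusted p = 4.4e-04 from edgeR's quasi-likelihood test). The log2 fold changes of E2F1, FANCD2, CHEK1 and CCNB1 were -0.83, -1.32, -0.75 and -1.25 (adjusted p = 1.4e-16, 2.0e-21, 9.0e-21 and 8.3e-19, edgeR). For these 5 genes all 12 soft samples were below the 3 stiff ones. CHEK2, at 6.45 ± 0.781 and 5.84 ± 1.35 CPM, was not past the threshold (log2 fold change -0.15, adjusted p = 0.34, edgeR). FANCD2 and CHEK2 overlap FANCD2OS and HSCB on the opposite strand. Of the tested genes listed for the S and G2M phases, 96 of 96 were lower on soft matrices at this time point.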

An alternate mechanism by which TERT may influence matrix-softening associated phenotypes is through a non-canonical molecular function. TERT has been implicated in a myriad of pathways distinct from telomere lengthening, including regulating DNA methylation, the response to reactive oxygen species, NF-κB, and more [49]. Moreover, recent studies have identified that TERT regulation of DNA methylation modulates aging phenotypes [22] and revealed a role of TERT in enhancing stem cell proliferation independent of telomere shortening [50]. Given how hTERT expression rescues proliferative and epigenetic phenotypes induced by matrix softening prior to drastic telomere shortening, the possibility that non-classical TERT functions and mechanosensation are intertwined becomes intriguing.

### JUNB as a novel transducer of mechanosensory cues

While the strong influence that the mechanical environment exerts on cellular behavior has been established in a variety of contexts [41, 42, 51, 52], the molecular mechanisms through which mechanosensory signals influence the phenotypes associated with proliferative arrest, as we observed here, are unknown. Moreover, TERT suppression of mechanoresponsive phenotypes was unexpected and has no known mechanistic basis. In order to connect these phenomena, we sought to identify transcription factors whose patterns of expression and activity implicated them as potential mediators.

Enrichment analysis for transcription factor binding motifs was performed in DNA regions that either gained accessibility when wild-type cells were grown on soft versus stiff substrates or lost accessibility on soft substrates when expressing TERT. In both cases, these analyses revealed motifs bound by AP-1 transcription factor complexes, and scRNA-sequencing confirmed the importance of AP-1 regulated genes in defining distinct transcriptomic states in response to those perturbations. AP-1 proteins are broadly considered as pro-proliferative and oncogenic [27] – seemingly contrary to the proliferative arrest induced with matrix softening. However, context and dimer composition dictate functions across the diverse AP-1 family. The single G/C nucleotide in between two palindromic TGA’s in our detected motifs identified them as being of the TRE sub-class of AP-1 motifs, known to be bound by JUN homodimers or JUN/FOS heterodimers [27]. Among those candidates, upregulation of *JUNB* particularly correlated with the emergence of soft substrate-induced phenotypes and transcriptomic signatures, implicating JUNB as a potentially key mediator of those phenomena. Increasing *JUNB* expression, through either an overexpression construct or TGFβ−1 treatment, resulted in dampened cell proliferation. These experiments implicated JUNB as a central regulator of WI-38 cell proliferation, suggesting JUNB upregulation in cells on soft matrices may contribute to their premature proliferative arrest.

Additionally, several known aspects of JUNB biology support a central role in the long-term phenotypic responses of WI-38 cells to soft substrates. JUNB has been shown to mediate anti-proliferative effects in fibroblasts, at least partially through induction of the cyclin-dependent kinase inhibitor *p16*^INK4A^ [33, 36]. Given the established anti-proliferative role of JUNB, the upregulation of *JUNB* with matrix softening over time, and chromatin opening at TRE elements, we hypothesize that AP-1 dimers increasingly comprise JUNB proteins over time with matrix softening and initiate anti-proliferative transcriptional programs. The question of how *JUNB* is activated with matrix softening remains, but our data supported several candidates. Multiple known inducers of *JUNB* expression were upregulated on soft matrices over time, including *TGFβ−1* and *STAT3* [34, 38, 39]. In fact, treatment of WI-38 cells with TGFβ−1 resulted in an upregulation of *JUNB* and a subsequent dampening of proliferation. While the TGF-β and STAT pathways have been linked to mechanosensation, their upregulation with matrix softening has not been reported [53–55]. Additionally, how TERT might interact with this pathway to rescue proliferation and other phenotypes associated with soft matrices remains to be explored.

By growing WI-38 cells on soft substrates for extended periods of time, we were able to characterize novel phenotypic evolutions as cells age. In this long-term growth context, the JUNB component of the AP-1 transcription factor was implicated as a key mediator. With JUNB not having been previously associated with mechanosensation, our findings illustrate the importance of longitudinal culturing of cells on different matrices, identifying new time- and stiffness-dependent patterns of gene expression. This study also revealed an unexpected interaction between TERT expression and the mechanoresponsive behavior of cells. Both telomere shortening and tissue stiffening are hallmarks of the aging process. Our observation of TERT modifying the responses of cells to shifting mechanical environments reveals a novel mechanism that increases the interconnectedness of aging phenotypes, which in turn may contribute to the exponentially accelerating physiological decay that accompanies human aging.

## Methods

### Cell culture

WI-38 cells (Coriell) and hTERT WI-38 cells (generated in-house, see below) were maintained in low glucose Dulbecco’s Modified Eagle medium (DMEM) (Gibco) supplemented with 10% fetal bovine serum (Gibco) and 1% Antibiotic–Antimycotic (Gibco) in an incubator set to 37 °C, 20% O_2_, and 5% CO_2_. Cells were routinely tested for mycoplasma and always tested negative. Cells were grown on plastic (polystyrene) plates (Falcon), CytoSoft (PDMS) plates (Advanced Biomatrix), polyacrylamide gels (4Dcell), or PDMS plates fabricated in-house. All plates were coated with PureCol Type I collagen (Advanced Biomatrix). To collagen-coat plates, PureCol was diluted 1:40 in water (for plastic plates) or 1 × phosphate buffered saline (PBS, Corning) (for PDMS and polyacrylamide gels) and incubated on the plate for 2 h at room temperature. Plates were washed 2 × with PBS and then tissue culture media was added. When cells reached 70–80% confluence, cells were passaged by washing the plate with PBS and then incubating with TrypLE Express Enzyme (Gibco) until cells lifted from the plate. Media was added to neutralize the reaction and the cell suspension was spun at 300 × *g* for 5 min. The resulting cell pellet was resuspended in media and counted using a ViCell XR Cell Analyzer with Trypan Blue staining to assess cell viability (Beckman Coulter). Each sample was counted twice, and the resulting counts were used for population doubling calculations. Population doubling level was calculated as follows:

$$\mathrm{PDL}\hspace{0.17em}={\hspace{0.17em}\mathrm{log}}_{2}\left(\text{number of cells harvested }/\text{number of cells seeded}\right)$$

For verteporfin experiments, verteporfin (R&D Systems) was diluted in DMSO. Cells were seeded into plates and treated with the vehicle control (DMSO) or verteporfin (0.001, 0.01, 0.1 1, or 10 μm) every 72 h. For TGFβ−1 experiments, TGFβ−1 (R&D Systems) was diluted in 4 mM HCL + 0.1% BSA. 200,000 wild-type WI-38 cells were seeded into individual wells of 6-well collagen coated plastic plates. 24 h later, cells were treated with the vehicle control (4 mM HCL + 0.1% BSA) or 100 ng/mL TGFβ−1. 48 and 72 h post-treatment, cell counts were assessed by washing the plate with PBS and then incubating with TrypLE Express Enzyme (Gibco) until cells lifted from the plate. Media was added to neutralize the reaction and the cell suspension was spun at 300 × *g* for 5 min. The resulting cell pellet was resuspended in 1 mL of media and counted using a ViCell XR Cell Analyzer with Trypan Blue staining to assess cell viability (Beckman Coulter). After counting, the remaining sample was spun at 300 × *g* for 5 min, and the resulting cell pellet was collected for gene expression analysis by RT-qPCR.

### Lentivirus generation and transduction

293FT cells (Invitrogen) were grown in sterile-filtered DMEM (high glucose, no glutamine, no sodium pyruvate) (Gibco) supplemented with 10 mM MEM non-essential amino acids (Gibco), 100 mM MEM sodium pyruvate (Gibco), and 200 mM GlutaMax (final concentration: 6 mM) (Gibco). Cells were transfected with a lentiviral plasmid containing hTERT (pCDH-CMV-hTERT-EF1a-puro) and lentiviral packaging constructs using Lipofectamine 2000 (ThermoFisher). WI-38 cells were infected with viral supernatant containing 5 µg/mL polybrene (Fisher) and selected for 1 week with 1 µg/mL puromycin (Sigma). hTERT expression was confirmed by quantitative polymerase chain reaction.

### Senescence-associated β-galactosidase staining

Wild-type and hTERT WI-38 cells were periodically split into 6-well collagen-coated plastic or CytoSoft plates for SA-β-gal staining. Cells were stained using the Senescence β-Galactosidase Staining Kit (Cell Signaling) following the manufacturer’s instructions. At least 2 wells and 100 cells were counted for each replicate.

### Transfection experiments

600,000 wild-type WI-38 cells were seeded into individual wells of 6-well collagen coated plastic plates. 24 h later, cells were transfected with either a control vector (pRP[Exp]-CAG > EGFP, VectorBuilder) or a *JUNB* expression vector (pRP[Exp]-EGFP/Puro > hJUNB[NM_002229.3], VectorBuilder) using Lipofectamine 2000 (Invitrogen) in Opti-MEM (Gibco). 6 h later, media containing the Lipofectamine complexes was replaced with fresh WI-38 cell culture media. 24 h after initial transfection, transfection success was assessed by immunofluorescence for EGFP expression. Cell counts were assessed by washing the plate with PBS and then incubating with TrypLE Express Enzyme (Gibco) until cells lifted from the plate. Media was added to neutralize the reaction and the cell suspension was spun at 300 × *g* for 5 min. The resulting cell pellet was resuspended in 1 mL of media and counted using a ViCell XR Cell Analyzer with Trypan Blue staining to assess cell viability (Beckman Coulter). After counting, the remaining sample was spun at 300 × *g* for 5 min, and the resulting cell pellet was collected for gene expression analysis by RT-qPCR.

### PDMS plate fabrication

To fabricate polydimethylsiloxane (PDMS) plates of variable stiffnesses, PDMS and curing agent (RTV615) (R.S. Hughes) were mixed at different ratios (Supplemental Data File 1). Materials were mixed vigorously and then spun and deaerated using an ARE-310 THINKY mixer. The resulting mixture was pipetted into plastic tissue culture dishes (Falcon) and degassed via vacuum. Plates were then incubated in an oven set to 80 °C for variable amounts of time to achieve different stiffnesses (Supplemental Data File 1). The day before use, PDMS gels underwent plasma cleaning and silane treatment to reduce hydrophobicity. Plates were placed in a plasma cleaner (Harrick Plasma) and underwent plasma cleaning for 1 min. A 10% silane (Sigma) in ethanol solution was prepared and added to gels for 15 min with frequent agitation. Plates were washed 5 × with 100% ethanol and then 4 × with 70% ethanol. Plates were placed in an 80 °C oven to dry for 1 h. When cooled, plates were collagen coated as described above. To measure the elastic moduli of the gels, samples were sent to EAG Laboratories for nanoindentation analysis.

### RNA-sequencing

For all bulk RNA-sequencing experiments, cells were lysed directly on cell culture plates in Buffer RLT Plus (Qiagen). The lysate was homogenized using Qiashredder columns (Qiagen) and stored at −80 °C. Once all samples were collected, RNA was isolated using an RNeasy mini kit (Qiagen). Quality and concentration of RNA were determined using a 2100 Bioanalyzer Instrument (Agilent). cDNA libraries were constructed for the initial time course (comprising stiff and soft matrices) using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with the rRNA depletion workflow (New England Biolabs). cDNA libraries were constructed for the intermediate stiffness time course (comprising stiff, intermediate, and soft matrices) using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with the polyA mRNA workflow (New England Biolabs). Samples were sequenced using a NovaSeq6000 (Illumina). FASTQ files were aligned to the human genome (hg38) and sorted by genomic location using STAR (v.2.5.3, https://github.com/alexdobin/STAR). Sorted BAM files were counted and mapped to each gene using HTSeq-Count (v.0.11.3, https://github.com/simon-anders/htseq). Differentially expressed genes (DEGs) were identified using DESeq2 (v.1.44.0, https://github.com/thelovelab/DESeq2)[56] in R (v.4.2.2) with a significance cutoff of *P*-adjusted < 0.05. Wald test was used to calculate fold change and *P* values using the model: ~ condition, where condition is a variable capturing time point, genotype, and substrate stiffness. Principal component analysis and sample-to-sample distance mapping were performed using DESeq2. Heatmap visualization was performed using pheatmap (v.1.0.12, https://github.com/raivokolde/pheatmap). The EMT, YAP targets, and myofibroblast signatures visualized in heatmaps were previously identified [7], and the EMT signature is listed in Supplemental Data File 2.

### RT-qPCR

For qPCR experiments to assess gene expression, cell pellets were lysed with Buffer RLT Plus (Qiagen). The lysate was homogenized using Qiashredder columns (Qiagen) and stored at −80 °C. Once all samples were collected, RNA was isolated using an RNeasy mini kit (Qiagen). Quality and concentration of RNA were determined using a NanoDrop One (Thermo Scientific). cDNA was generated using SuperScript III First-Strand Synthesis SuperMix (Invitrogen). qPCR was performed in triplicate using gene-specific primers and PowerUp SBYR Green Master Mix (Applied Biosystems) in a QuantStudio 6 Real-Time PCR System (Applied Biosystems). Changes in transcript abundance were calculated using the 2^−ΔΔCT^ method.

### Telomere qPCR

For telomere qPCR experiments, cells were harvested from plates using TrypLE Express Enzyme as described above and stored frozen in liquid nitrogen in Recovery Cell Culture Freezing Medium (Gibco). Once all samples were collected, telomere qPCR was performed as previously described [23–25]. Briefly, DNA was isolated using the Monarch Genomic DNA Purification Kit (New England Biolabs). DNA concentration was measured in triplicate on a NanoDrop One (Thermo Scientific). Samples were diluted to 5 ng/µl, and qPCR was performed in triplicate using 20 ng of DNA per reaction with PowerUp SYBR Green Master Mix (Applied Biosystems) and primers targeting telomeres (forward primer: 5’ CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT 3’; reverse primer: 5’ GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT 3’) and an internal single-copy reference gene control, *36B4* (forward primer: 5’ CAGCAAGTGGGAAGGTGTAATCC 3’; reverse primer: 5’ CCCATTCTATCATCAACGGGTACAA 3’). qPCR was performed using a QuantStudio 6 Real-Time PCR System (Applied Biosystems). Cycling conditions: 10 min at 95 °C, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min. Results were analyzed using the 2^−ΔΔCT^ method.

### ATAC-sequencing

For the ATAC-sequencing experiment, cells were harvested from plates using TrypLE Express Enzyme as described above and stored frozen in liquid nitrogen in Recovery Cell Culture Freezing Medium (Gibco). Once all samples were collected, ATAC-sequencing was performed as previously described [57]. In brief, frozen cells were thawed rapidly in a 37 °C water bath and 7.5 × 10^4^ cells were aliquoted and washed once with PBS. Nuclei were isolated, lysed, and incubated with Tn5 transposase (Illumina) as described. Transposed DNA was isolated with the MinElute Reaction Cleanup Kit (Qiagen). Libraries were prepared by amplifying DNA for 5 cycles with NEBNext 2 × MasterMix (New England Biolabs). After performing qPCR to determine additional cycles needed, libraries were amplified for an additional 6 cycles. Double sided bead purification was performed using AMPure XP beads (Beckman) to remove primers and large (> 1000 bp) fragments using standard protocols. Quality and concentration of libraries were determined using a Qubit 4 Fluorometer (Invitrogen) and a 2100 Bioanalyzer Instrument (Agilent). Samples were sequenced using a NovaSeq6000 (Illumina). FASTQ files were trimmed and low quality reads were filtered using cutadapt (v.4.9.0, https://github.com/marcelm/cutadapt) to remove primer sequences.

$$ \begin{aligned}{cutadapt} &-\!\!\!-\mathit{q}\; \mathit{10},\mathit{10}-\!\!\!-\mathit{a}\; \mathit {CTGTCTCTTATACACATCT}-\!\!\!-\mathit{A }\; \mathit{CTGTCTCTTATACACATCT}\\&-\!\!\!-{minimum}-\!\!\!-{length}=\mathit{30} -\!\!\!-{o}\; \${SAMPLE}.\mathit{1}.{fastq }\;-\!\!\!-{p}\; \${SAMPLE}.\mathit{2}.\;{fastq}\;\${R}\mathit{1}\ \${R}\mathit{2}\end{aligned}$$

Trimmed FASTQ files were then aligned to the genome using bowtie2 (v.2.3.4, https://github.com/BenLangmead/bowtie2), and sorted based on genomic location and indexed using Samtools (v.1.14.0, https://github.com/samtools/samtools). Quality control, peak calling, differential peak analysis, and principal component analyses were performed using ChrAccR (v.0.9.17, https://github.com/GreenleafLab/ChrAccR) in R (v.4.3.0). Default parameters were used to generate the promoter peaks list. To generate the genome-wide peaks list (all peaks) via MACS2 (v.2.2.9.1, https://pypi.org/project/MACS2), the setConfigElement doPeakCalling() was used with annotationPeakGroupAgreePerc() = 1. PAVIS [58] was performed for peak annotation with the upstream and downstream length parameters set to 5 kb (https://manticore.hiehs.nih.gov/pavis2). The genomic regions enrichment of annotation tools (GREAT, v.4.0.4, https://great.stanford.edu) was used to identify the distance of peaks from transcriptional start sites. Transcription factor motif analyses were performed individually on differentially accessible peaks from each comparison using the HOMER motif discovery tool (v.4.11.0, https://homer.ucsd.edu/homer) with the findMotifsGenome() command.

$$findMotifsGenome.pl\;peaks.bed\;outputFolder -\!\!\!-size\; given -\!\!\!-mask -\!\!\!-bg\; sharedNonDifferentiallyAcessiblePeaks.bed$$

Anti-correlated peaks were identified by identifying all differentially accessible regions over time (time 1 versus time 7) in two conditions (e.g. wild-type cells on the 0.5 kPa substrate versus wild-type cells on the stiff substrate). After plotting the log_2_(fold change) over time in the two conditions against each other, anti-correlated peaks were identified as those showing opposite directionality of the log2(fold change) in each condition. Pearson correlation coefficients and significance were calculated using ggpubr (v.0.6.0, https://github.com/kassambara/ggpubr) via stat_cor() and regression line equations were estimated using stat_regline_equation().

### Single-cell RNA-sequencing

For the scRNA-sequencing experiment, cells were harvested from plates using TrypLE Express Enzyme as described above and stored frozen in liquid nitrogen in Recovery Cell Culture Freezing Medium (Gibco). Once all samples were collected, single-cell combinatorial indexing RNA-sequencing (sci-RNA-seq3) was performed as previously described [59]. In brief, the plate-based single-cell RNA-sequencing method from Scale Biosciences was used for processing the samples. Cryopreserved cells were thawed in a water bath and recovered in media (10% FBS in 1 × low glucose DMEM). The cells were further washed 2 times in 1 × PBS and resuspended in 1 × PBS for fixation. The fixed samples were stored in −80 °C for 1 week and processed through the ScaleBio single-cell RNA sequencing kit (v1.1). The library was sequenced on a NovaSeq6000. The resulting data was processed through bcl2fastq and further processed through the ScaleRna pipeline (v1.4.0, https://github.com/ScaleBio/ScaleRna) to generate the gene-by-cell count matrices. The resulting expression matrices were loaded into R (v.4.3.0) and processed using Seurat (v4.3.0, https://github.com/satijalab/seurat) for downstream analyses. Cells were filtered to only include cells with over 200 RNA features, less than 11,000 RNA features, and less than 5% mitochondrial DNA reads. SCTransform() was performed to normalize, scale, find variable features, and regress the variable number of RNA counts. Principal component analysis was run to identify the first 50 major axes of variation using RunPCA(). Batch integration was then performed using Harmony (v.1.0.0, https://portals.broadinstitute.org/harmony). The variable used in group.by.vars was the batch day samples from the same time point were harvested.

*RunHarmony(seurat_object, group.by.vars = c("batch"), reduction ="pca", dims.use = NULL, theta = 4, lambda = NULL, sigma = 0.1, nclust = NULL, tau = 0, block.size = 0.05, max.iter.harmony = 10, max.iter.cluster = 20, epsilon.cluster = 1e-05, epsilon.harmony = 1e-04, plot_convergence = FALSE, verbose = TRUE, reference_values = NULL, reduction.save ="harmonyBatch", assay.use ="SCT", project.dim = TRUE).*

Clustering was performed by constructing a nearest neighbor graph using FindNeighbors() and identifying clusters of cells by a shared nearest neighbor modularity optimization-based clustering algorithm using FindClusters(). Clusters were visualized by UMAP dimensionality reduction via RunUMAP(). The following parameters were used to generate the final UMAP: # of PCs = 12, k = 30, resolution = 0.4. The resolution was chosen to resolve major cell populations while minimizing over-partitioning of biologically similar populations. FindAllMarkers() was used to identify specific gene markers of each cluster. Cell cycle scoring was performed using the Seurat implementation of the cell cycle scoring function, as previously described [32]. Enrichr (v.3.2.0, https://maayanlab.cloud/Enrichr)[60–62] was used to perform gene ontology and ChIP enrichment analyses. Gene module scores of senescence programs were calculated by AddModuleScore(). Pearson correlation coefficients of quality control data were calculated in R using Seurat via the FeatureScatter() function.

### Statistical analysis

Data analysis and statistical tests were performed using GraphPad Prism software (v.10.2.0). The distribution and deviation of the data, statistical tests used, and *P* values are shown in the figures and figure legends. One-way ANOVA tests were chosen when comparing > 2 groups, and Tukey’s multiple comparisons test was chosen as a post-hoc analysis when the one-way ANOVA test detected a significant difference to perform pairwise comparisons between all groups. Two-tailed Student’s *t*-tests were used to perform non-directional comparisons of 2 groups. For the ATAC-sequencing analysis, Pearson correlation coefficients and related *P* values as well as regression line equations were computed using ggpubr (v.0.6.0, https://github.com/kassambara/ggpubr) in R. For the scRNA-sequencing analysis, Pearson correlation coefficients were calculated using Seurat (v4.3.0, https://github.com/satijalab/seurat).

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

Data from the bulk RNA-sequencing experiments is available at the GEO under the accession numbers GSE276045 and GSE276046. Data from the ATAC-sequencing experiment is available at the GEO under the accession number GSE276047. Data from the scRNA-sequencing experiment is available at the GEO under the accession number GSE276048.

## References

[1] Hayflick L. THE LIMITED IN VITRO LIFETIME OF HUMAN DIPLOID CELL STRAINS. Exp Cell Res. 1965;37:614–36.14315085 10.1016/0014-4827(65)90211-9

[2] Harley CB, Futcher AB, Greider CW. Telomeres shorten during ageing of human fibroblasts. Nature. 1990;345:458–60.2342578 10.1038/345458a0

[3] Bodnar AG, et al. Extension of life-span by introduction of telomerase into normal human cells. Science. 1998;279:349–52.9454332 10.1126/science.279.5349.349

[4] Nassour J, Schmidt TT, Karlseder J. Telomeres and Cancer: Resolving the Paradox. Annu Rev Cancer Biol. 2021;5:59–77.34532611 10.1146/annurev-cancerbio-050420-023410PMC8442540

[5] Sadowska-Bartosz I, Bartosz G. Effect of Antioxidants on the Fibroblast Replicative Lifespan. Oxid Med Cell Longev. 2020;2020:6423783.33029282 10.1155/2020/6423783PMC7530501

[6] Antonioli E, Torres N, Ferretti M, de Azevedo Piccinato C, Sertie AL. Individual response to mTOR inhibition in delaying replicative senescence of mesenchymal stromal cells. PLoS ONE. 2019;14:e0204784.30703123 10.1371/journal.pone.0204784PMC6354956

[7] Chan, M. et al. Novel insights from a multiomics dissection of the Hayflick limit. Elife 11, (2022).10.7554/eLife.70283PMC893300735119359

[8] Gorgoulis V, et al. Cellular Senescence: Defining a Path Forward. Cell. 2019;179:813–27.31675495 10.1016/j.cell.2019.10.005

[9] Hernandez-Segura A, Nehme J, Demaria M. Hallmarks of Cellular Senescence. Trends Cell Biol. 2018;28:436–53.29477613 10.1016/j.tcb.2018.02.001

[10] Dupont S, et al. Role of YAP/TAZ in mechanotransduction. Nature. 2011;474:179–83.21654799 10.1038/nature10137

[11] D’Urso M, Kurniawan NA. Mechanical and Physical Regulation of Fibroblast-Myofibroblast Transition: From Cellular Mechanoresponse to Tissue Pathology. Front Bioeng Biotechnol. 2020;8:609653.33425874 10.3389/fbioe.2020.609653PMC7793682

[12] Mitchell GF. Arterial Stiffness in Aging: Does It Have a Place in Clinical Practice? Hypertension. 2021;77:768–80.33517682 10.1161/HYPERTENSIONAHA.120.14515

[13] Sicard D, et al. Aging and anatomical variations in lung tissue stiffness. Am J Physiol Lung Cell Mol Physiol. 2018;314:L946–55.29469613 10.1152/ajplung.00415.2017PMC6032071

[14] Heng BC, et al. An overview of signaling pathways regulating YAP/TAZ activity. Cell Mol Life Sci. 2021;78:497–512.32748155 10.1007/s00018-020-03579-8PMC11071991

[15] Sahin O, Magonov S, Su C, Quate CF, Solgaard O. An atomic force microscope tip designed to measure time-varying nanomechanical forces. Nat Nanotechnol. 2007;2:507–14.18654349 10.1038/nnano.2007.226

[16] Callister WD Jr, Rethwisch DG. Fundamentals of Materials Science and Engineering: An Integrated Approach. New York: John Wiley & Sons; 2020.

[17] Booth AJ, et al. Acellular normal and fibrotic human lung matrices as a culture system for in vitro investigation. Am J Respir Crit Care Med. 2012;186:866–76.22936357 10.1164/rccm.201204-0754OCPMC3530219

[18] Ochsner M, et al. Micro-well arrays for 3D shape control and high resolution analysis of single cells. Lab Chip. 2007;7:1074–7.17653351 10.1039/b704449f

[19] Hocheng H, Chen C-M, Chou Y-C, Lin C-H. Study of novel electrical routing and integrated packaging on bio-compatible flexible substrates. Microsyst Technol. 2009;16:423–30.

[20] Kim M, Moon B-U, Hidrovo CH. Enhancement of the thermo-mechanical properties of PDMS molds for the hot embossing of PMMA microfluidic devices. J Micromech Microeng. 2013;23:095024.

[21] Dimri GP, et al. A biomarker that identifies senescent human cells in culture and in aging skin in vivo. Proc Natl Acad Sci U S A. 1995;92:9363–7.7568133 10.1073/pnas.92.20.9363PMC40985

[22] Shim HS, et al. TERT activation targets DNA methylation and multiple aging hallmarks. Cell. 2024;187:4030–42.38908367 10.1016/j.cell.2024.05.048PMC11552617

[23] O’Callaghan NJ, Fenech M. A quantitative PCR method for measuring absolute telomere length. Biol Proced Online. 2011;13:3.21369534 10.1186/1480-9222-13-3PMC3047434

[24] Cawthon RM. Telomere measurement by quantitative PCR. Nucleic Acids Res. 2002;30:e47.12000852 10.1093/nar/30.10.e47PMC115301

[25] Lin J, Smith DL, Esteves K, Drury S. Telomere length measurement by qPCR - Summary of critical factors and recommendations for assay design. Psychoneuroendocrinology. 2019;99:271–8.30343983 10.1016/j.psyneuen.2018.10.005PMC6363640

[26] Heinz S, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38:576–89.20513432 10.1016/j.molcel.2010.05.004PMC2898526

[27] Eferl R, Wagner EF. AP-1: a double-edged sword in tumorigenesis. Nat Rev Cancer. 2003;3:859–68.14668816 10.1038/nrc1209

[28] Hai T, Curran T. Cross-family dimerization of transcription factors Fos/Jun and ATF/CREB alters DNA binding specificity. Proc Natl Acad Sci U S A. 1991;88:3720–4.1827203 10.1073/pnas.88.9.3720PMC51524

[29] Hess J, Angel P, Schorpp-Kistner M. AP-1 subunits: quarrel and harmony among siblings. J Cell Sci. 2004;117:5965–73.15564374 10.1242/jcs.01589

[30] Angel P, et al. Phorbol ester-inducible genes contain a common cis element recognized by a TPA-modulated trans-acting factor. Cell. 1987;49:729–39.3034432 10.1016/0092-8674(87)90611-8

[31] Kurokawa H, et al. Structural basis of alternative DNA recognition by Maf transcription factors. Mol Cell Biol. 2009;29:6232–44.19797082 10.1128/MCB.00708-09PMC2786689

[32] Nestorowa S, et al. A single-cell resolution map of mouse hematopoietic stem and progenitor cell differentiation. Blood. 2016;128:e20-31.27365425 10.1182/blood-2016-05-716480PMC5305050

[33] Passegué E, Wagner EF. JunB suppresses cell proliferation by transcriptional activation of p16(INK4a) expression. EMBO J. 2000;19:2969–79.10856241 10.1093/emboj/19.12.2969PMC203376

[34] Gervasi M, et al. JunB contributes to Id2 repression and the epithelial-mesenchymal transition in response to transforming growth factor-β. J Cell Biol. 2012;196:589–603.22391036 10.1083/jcb.201109045PMC3307698

[35] Passegué E, Jochum W, Schorpp-Kistner M, Möhle-Steinlein U, Wagner EF. Chronic myeloid leukemia with increased granulocyte progenitors in mice lacking junB expression in the myeloid lineage. Cell. 2001;104:21–32.11163237 10.1016/s0092-8674(01)00188-x

[36] Maity P, et al. Persistent JunB activation in fibroblasts disrupts stem cell niche interactions enforcing skin aging. Cell Rep. 2021;36:109634.34469740 10.1016/j.celrep.2021.109634

[37] Hicks MJ, Hu Q, Macrae E, DeWille J. Mitogen-activated protein kinase signaling controls basal and oncostatin M-mediated JUNB gene expression. Mol Cell Biochem. 2015;403:115–24.25662951 10.1007/s11010-015-2342-1

[38] Seidel HM, et al. Spacing of palindromic half sites as a determinant of selective STAT (signal transducers and activators of transcription) DNA binding and transcriptional activity. Proc Natl Acad Sci U S A. 1995;92:3041–5.7708771 10.1073/pnas.92.7.3041PMC42355

[39] Coffer P, et al. Transcriptional regulation of the junB promoter: analysis of STAT-mediated signal transduction. Oncogene. 1995;10:985–94.7898939

[40] Sundqvist A, et al. JUNB governs a feed-forward network of TGFβ signaling that aggravates breast cancer invasion. Nucleic Acids Res. 2018;46:1180–95.29186616 10.1093/nar/gkx1190PMC5814809

[41] Segel M, et al. Niche stiffness underlies the ageing of central nervous system progenitor cells. Nature. 2019;573:130–4.31413369 10.1038/s41586-019-1484-9PMC7025879

[42] Iijima H, et al. Age-related matrix stiffening epigenetically regulates α-Klotho expression and compromises chondrocyte integrity. Nat Commun. 2023;14:18.36627269 10.1038/s41467-022-35359-2PMC9832042

[43] Du H, et al. Substrate stiffness dictates unique doxorubicin-induced senescence-associated secretory phenotypes and transcriptomic signatures in human pulmonary fibroblasts. Geroscience. 2025;47:3941–63.39826027 10.1007/s11357-025-01507-xPMC12181613

[44] Naka K, Tachibana A, Ikeda K, Motoyama N. Stress-induced premature senescence in hTERT-expressing ataxia telangiectasia fibroblasts. J Biol Chem. 2004;279:2030–7.14570874 10.1074/jbc.M309457200

[45] Gorbunova V, Seluanov A, Pereira-Smith OM. Expression of human telomerase (hTERT) does not prevent stress-induced senescence in normal human fibroblasts but protects the cells from stress-induced apoptosis and necrosis. J Biol Chem. 2002;277:38540–9.12140282 10.1074/jbc.M202671200

[46] Chen J-H, Hales CN, Ozanne SE. DNA damage, cellular senescence and organismal ageing: causal or correlative? Nucleic Acids Res. 2007;35:7417–28.17913751 10.1093/nar/gkm681PMC2190714

[47] Pomella, S. et al. DNA Damage Response Gene Signature as Potential Treatment Markers for Oral Squamous Cell Carcinoma. Int. J. Mol. Sci. 24, (2023).10.3390/ijms24032673PMC991692936768994

[48] Li Q, et al. The DDR-related gene signature with cell cycle checkpoint function predicts prognosis, immune activity, and chemoradiotherapy response in lung adenocarcinoma. Respir Res. 2022;23:190.35840978 10.1186/s12931-022-02110-wPMC9288070

[49] Ségal-Bendirdjian E, Geli V. Non-canonical Roles of Telomerase: Unraveling the Imbroglio. Front Cell Dev Biol. 2019;7:332.31911897 10.3389/fcell.2019.00332PMC6914764

[50] Hasegawa K, et al. Clonal inactivation of TERT impairs stem cell competition. Nature. 2024;632:201–8.39020172 10.1038/s41586-024-07700-wPMC11291281

[51] Solon J, Levental I, Sengupta K, Georges PC, Janmey PA. Fibroblast adaptation and stiffness matching to soft elastic substrates. Biophys J. 2007;93:4453–61.18045965 10.1529/biophysj.106.101386PMC2098710

[52] Yeung T, et al. Effects of substrate stiffness on cell morphology, cytoskeletal structure, and adhesion. Cell Motil Cytoskeleton. 2005;60:24–34.15573414 10.1002/cm.20041

[53] Chenchen S, et al. STAT3 mediates ECM stiffness-dependent progression in ovarian cancer. Mol Cell Biochem. 2024;480:607–20.38625514 10.1007/s11010-024-04991-5

[54] Jiang T, et al. Matrix mechanics regulate the polarization state of bone marrow-derived neutrophils through the JAK1/STAT3 signaling pathway. Acta Biomater. 2023;168:159–73.37467837 10.1016/j.actbio.2023.07.012

[55] Di X, et al. Cellular mechanotransduction in health and diseases: from molecular mechanism to therapeutic targets. Signal Transduct Target Ther. 2023;8:282.37518181 10.1038/s41392-023-01501-9PMC10387486

[56] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[57] Corces MR, et al. An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat Methods. 2017;14:959–62.28846090 10.1038/nmeth.4396PMC5623106

[58] Huang W, Loganantharaj R, Schroeder B, Fargo D, Li L. PAVIS: a tool for Peak Annotation and Visualization. Bioinformatics. 2013;29:3097–9.24008416 10.1093/bioinformatics/btt520PMC3834791

[59] Cao J, et al. The single-cell transcriptional landscape of mammalian organogenesis. Nature. 2019;566:496–502.30787437 10.1038/s41586-019-0969-xPMC6434952

[60] Chen EY, et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013;14:128.23586463 10.1186/1471-2105-14-128PMC3637064

[61] Kuleshov MV, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016;44:W90–7.27141961 10.1093/nar/gkw377PMC4987924

[62] Xie Z, et al. Gene Set Knowledge Discovery with Enrichr. Current Protocols. 2021;1:e90.33780170 10.1002/cpz1.90PMC8152575

# Supplementary material for: Substrate stiffness dictates unique paths towards proliferative arrest in WI-38 cells
**Source:** GeroScience. 2025 Sep 20;48(3):4173–93. doi: 10.1007/s11357-025-01858-5
**Supplement:** Supplementary file 5 — Supplementary file5

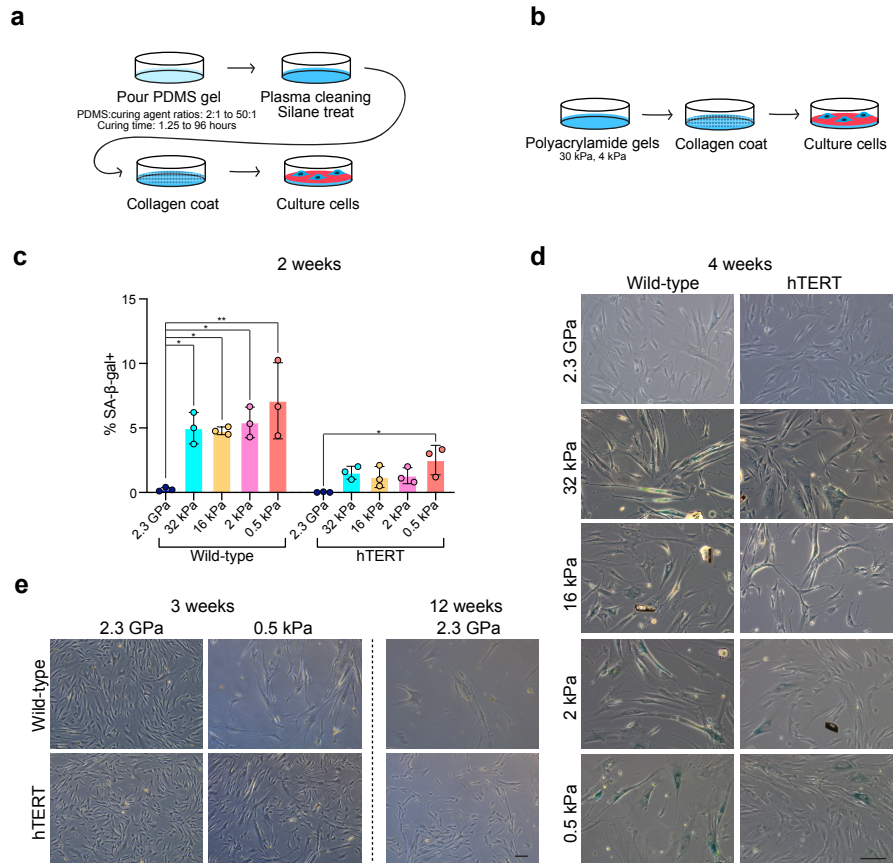

**Figure S1: Wild-type WI-38 cells on soft matrices exhibit classic features of senescent cells.**

(a) Schematic depicting PDMS plate fabrication. (b) Schematic for polyacrylamide gel experiments. (c) Bar graphs quantifying the percent of cells that stained for SA-β-gal in wild-type and hTERT-expressing WI-38 cells after 2 weeks in culture. (d) Representative images of SA-β-gal staining after 4 weeks of culture. (e) Representative images of wild-type and hTERT cells on the 2.3 GPa and 0.5 kPa surfaces at the indicated time points.

Bar graphs are mean  $\pm$  standard deviation. 3 replicates were performed per condition (c). P values were calculated by ordinary one-way ANOVA with Tukey's multiple comparisons test (c). \* $P < 0.05$ , \*\* $P < 0.01$ . Scale bars, 100  $\mu\text{m}$ .

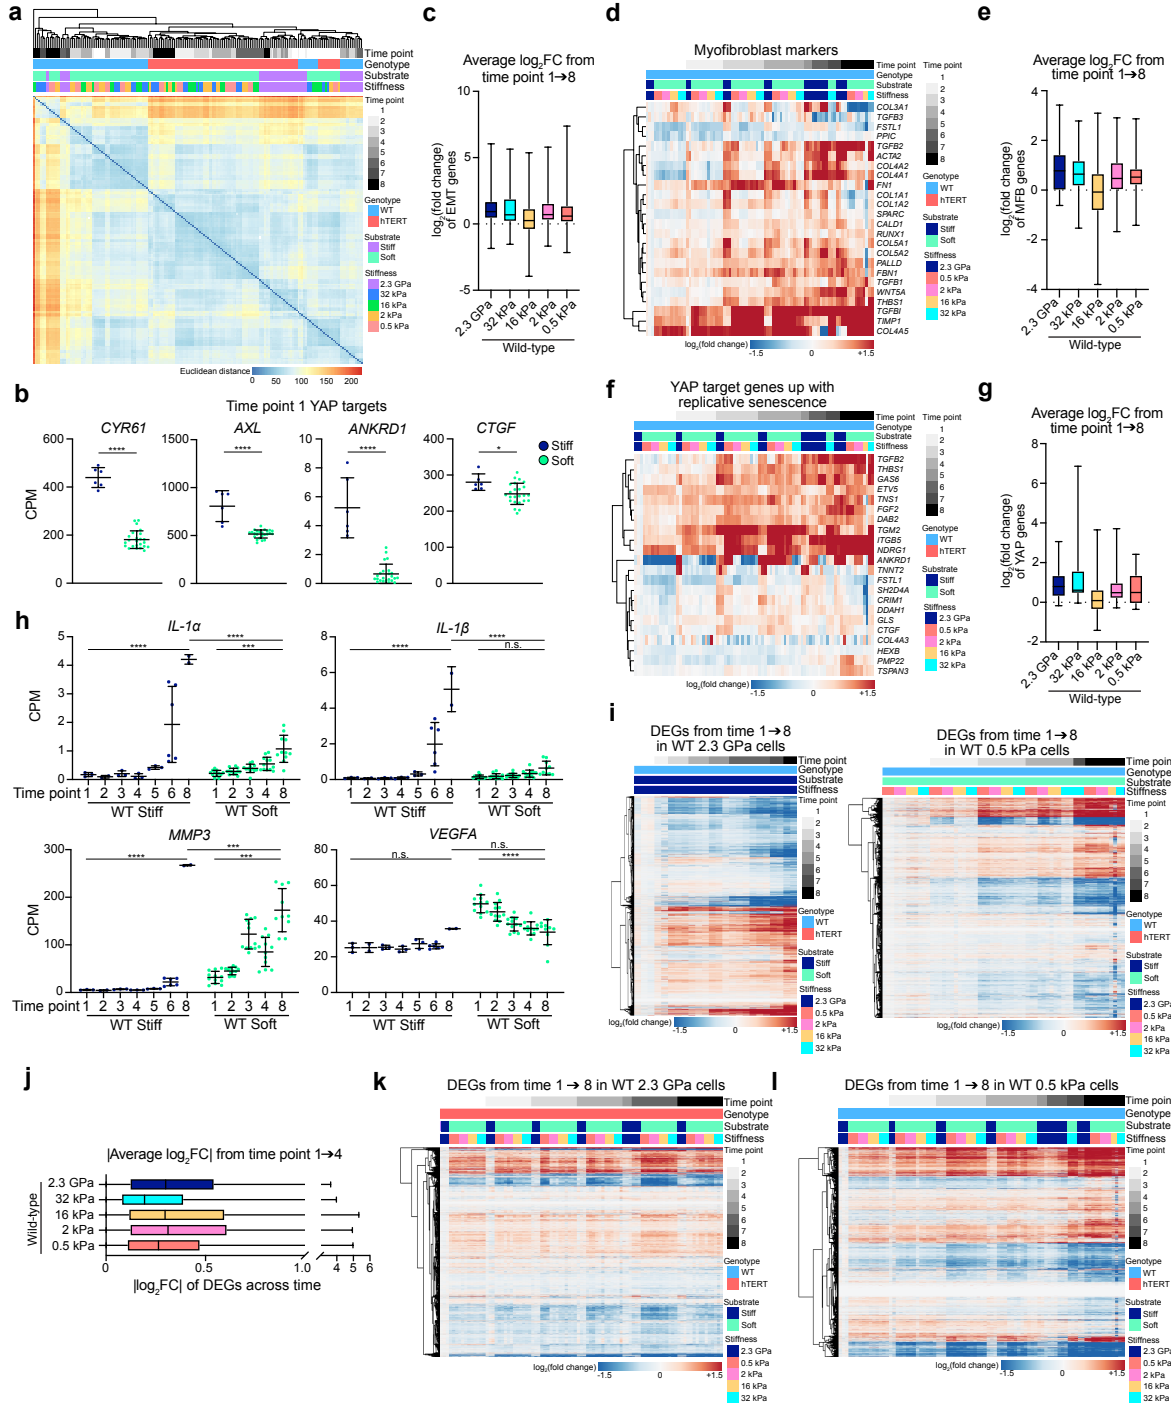

**Figure S2: WI-38 cell gene expression programs are similar across substrate stiffnesses.** (a) Heatmap of the Euclidean distance between RNA-sequencing samples. (b) Dot plots comparing the expression of YAP target genes in WI-38 cells on stiff and soft matrices at time point 1. (c) Box plots quantifying the  $\log_2(\text{fold change})$  of each gene in (Fig. 2d) from time point 1 to time point 8 averaged across replicates. (d) Heatmap of the  $\log_2(\text{fold change})$  of myofibroblast (MFB) markers previously identified<sup>7</sup> as upregulated in replicative senescence. (e) Box plots

quantifying the  $\log_2$ (fold change) of each gene in (d) from time point 1 to time point 8 averaged across replicates. (f) Heatmap of the  $\log_2$ (fold change) of YAP target genes previously identified<sup>7</sup> as upregulated in replicative senescence. (g) Box plots quantifying the  $\log_2$ (fold change) of each gene in (f) from time point 1 to time point 8 averaged across replicates. (h) Dot plots comparing the expression of SASP genes<sup>22</sup> in wild-type WI-38 cells on the indicated surfaces across time. (i) Heatmap from (Fig. 2f) split by wild-type cells grown on (left) stiff or (right) soft substrates. (j) Box plots quantifying the absolute value of the  $\log_2$ (fold change) of each gene in (Fig. 2f) from time point 1 to time point 4 averaged across replicates. (k) Heatmap of the  $\log_2$ (fold change) of genes from (Fig. 2f) in hTERT samples across time. (l) Heatmap of the  $\log_2$ (fold change) of all DEGs in wild-type cells grown on the 0.5 kPa matrix from time point 1 to time point 8 plotted across all wild-type samples across time.

Dot plots show mean  $\pm$  standard deviation. Box plots show median  $\pm$  25th and 75th percentiles, with whiskers showing minimum to maximum. 6 replicates were used for the stiff substrate and 24 replicates were used for the soft substrate in (b). 3 replicates were used for the stiff time point 1, 3, and 4 conditions, 2 replicates were used for the stiff time point 2 and 8 conditions, 12 replicates were used for the soft time point 1, 2, 3, and 4 conditions, and 10 replicates were used for the soft time point 8 condition (h). *P* values were calculated by two-tailed Student's *t*-test (b) or ordinary one-way ANOVA with Tukey's multiple comparisons test (h). \**P* < 0.05, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. n.s., not significant.

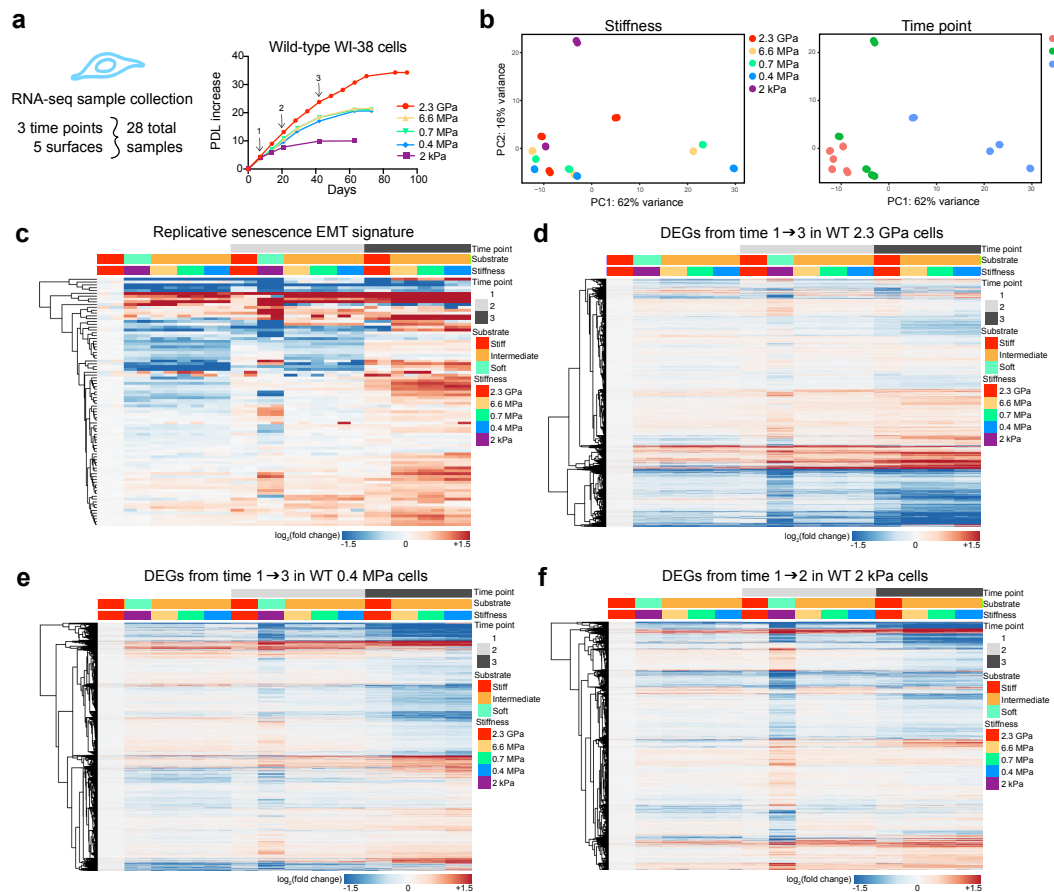

**Figure S3: WI-38 cells cultured on a wide range of PDMS stiffnesses similarly regulate senescence-associated gene expression programs.**

(a) Schematic of the (left) RNA-sequencing samples and (right) sample collection time points. (b) PC analysis showing PC1 and PC2 with samples colored by different variables. (c) Heatmap of the  $\log_2(\text{fold change})$  of the EMT gene set (Supplemental Data File 2) previously identified<sup>7</sup> as upregulated in replicative senescence. (d-f) Heatmap of the  $\log_2(\text{fold change})$  of all DEGs in wild-type cells grown on (d) 2.3 GPa, (e) 0.4 MPa, or (f) 2 kPa from time point 1 to time point 2 or 3 plotted across all samples across time.

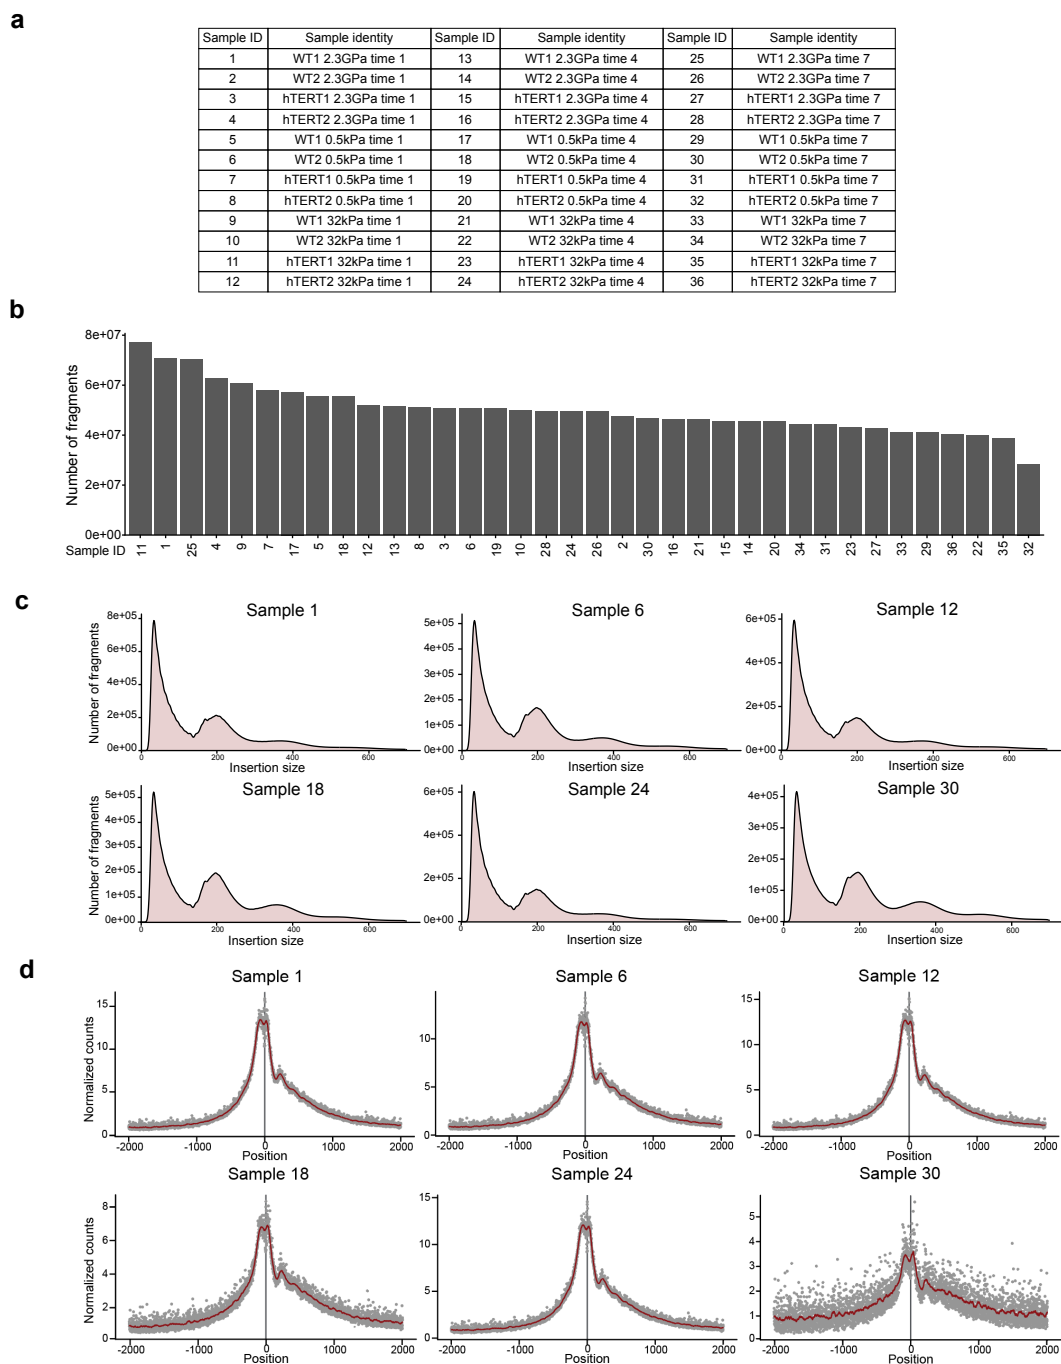

**Figure S4: ATAC-sequencing library quality controls.**

(a) Chart depicting the identity of ATAC-sequencing samples. (b) Bar graph displaying the fragment count of each ATAC-sequencing sample. (c) Fragment size distribution graphs of 6 different ATAC libraries shows a periodicity indicative of nucleosome bound DNA. (d) Plot of normalized counts per ATAC peak in the region  $\pm 2$  kilobases from the transcriptional start site to show enrichment of ATAC signal near the transcriptional start site of 6 different ATAC libraries.

shown. (h) TPA response element (TRE), cAMP-response element (CRE), and MAF-recognition element (MAF) sequences<sup>7,27</sup>.

*P* values for motif analysis were calculated using HOMER (d-g). Pearson correlation coefficients (*R*) and *P* values were calculated using ggpubr in R via `stat_cor()` and regression line equations were estimated using `stat_regline_equation()` (f,g).

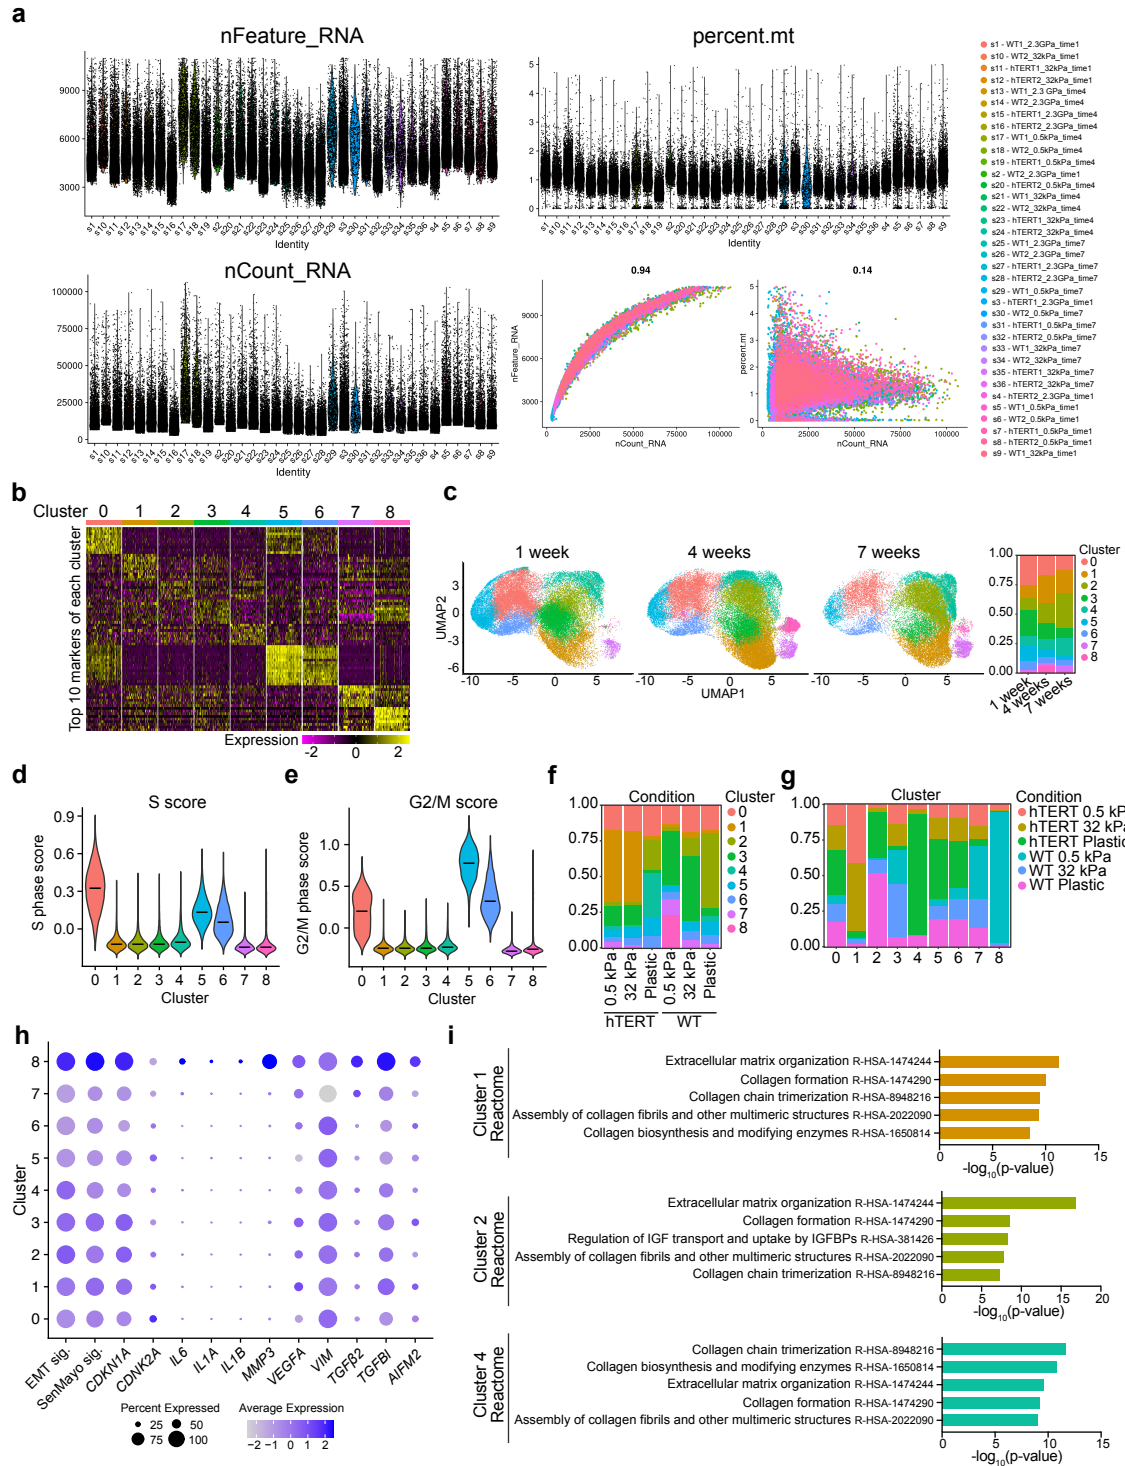

**Figure S6: scRNA-sequencing reveals distinct cell clusters.**

(a) Violin plots depicting the number of RNA features (nFeature\_RNA), percent mitochondrial (mt)DNA (percent.mt), and the number of RNA counts (nCount\_RNA) for individual cells in each scRNA-sequencing sample after filtering. Scatter plots show (left) nCount\_RNA versus nFeature\_RNA for individual cells and (right) nCount\_RNA versus percent.mt for individual cells.

(b) Heatmap of the top 10 markers for each cluster calculated in R using Seurat via the FindAllMarkers() function. (c) (Left) UMAP plot from (Fig. 5b) split by time point. (Right) Bar graph displaying the relative proportion of cells in each cluster split by time point. (d,e) Violin plots showing the distribution of (d) S phase and (e) G2/M phase cell cycle scoring across clusters calculated in R using Seurat via the CellCycleScoring() function. (f) Bar graph displaying the relative proportion of cells in each cluster split by condition. (g) Bar graph displaying the relative proportion of cells in each condition split by cluster. (h) Dot plot showing the average expression of two senescence-associated gene expression programs (Supplemental Data File 2) across clusters and markers of senescence, the senescence-associated secretory program, and EMT. (i) Top 5 significantly enriched terms in cluster 1, 2, or 4 markers in the 2022 Reactome pathway database via Enrichr<sup>33-35</sup>. Pearson correlation coefficients (a) were calculated in R using Seurat via the FeatureScatter() function. Violin plots show the median.

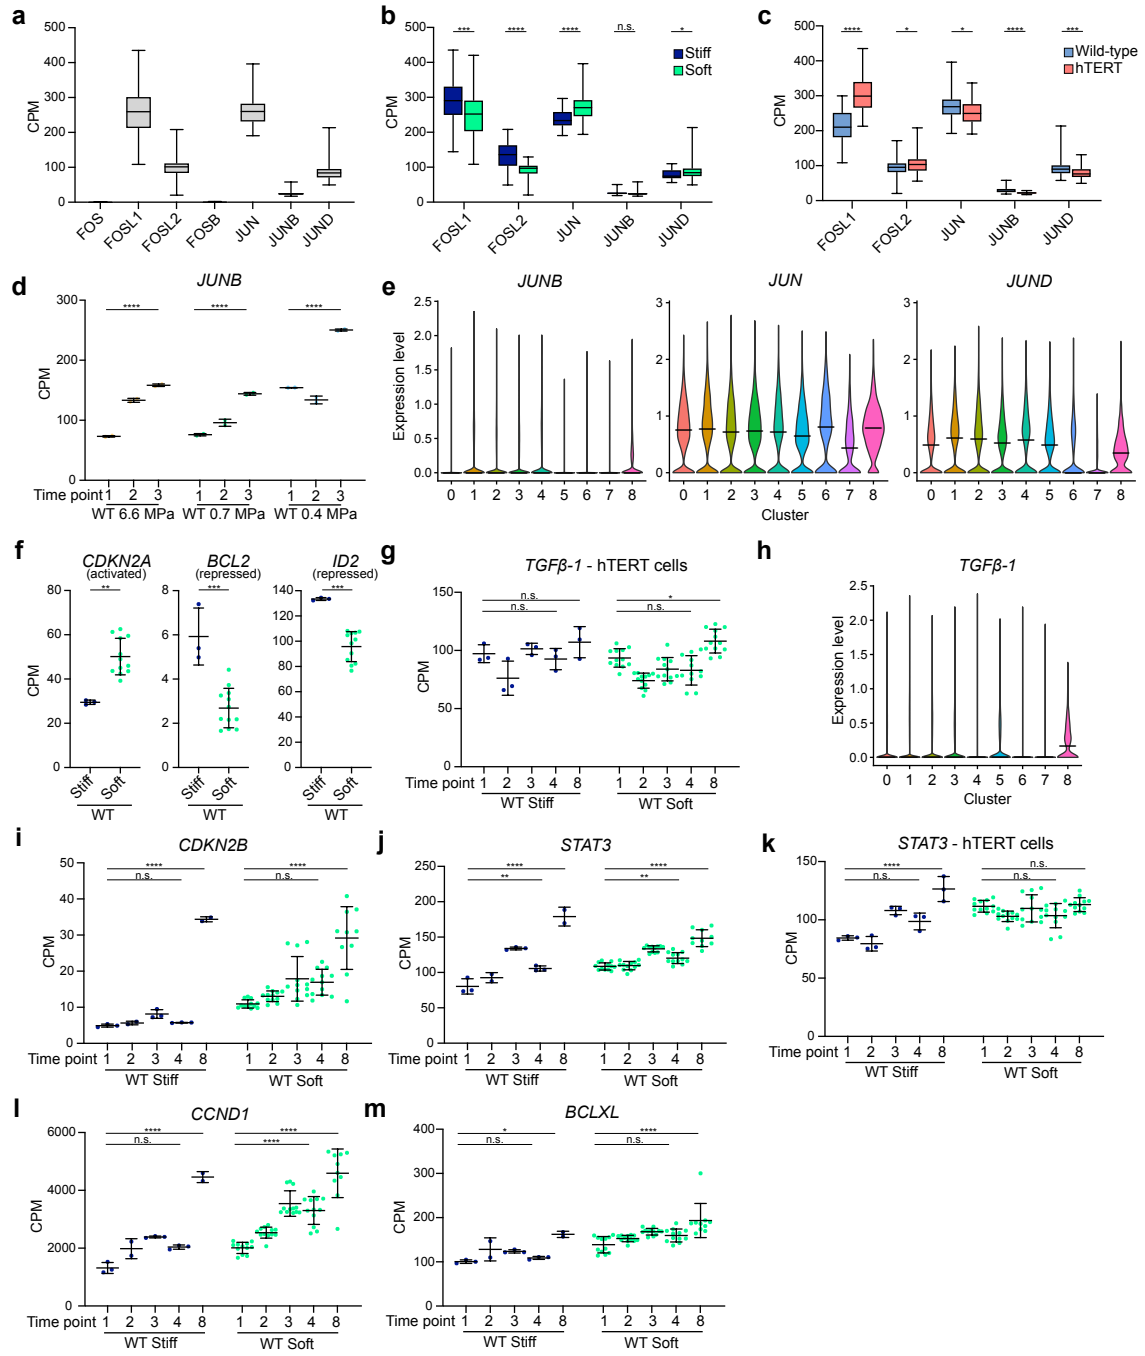

**Figure S7: JUNB and JUNB regulators are induced with matrix softening.**

(a-c) Box plots comparing the expression of JUN and FOS family members across all samples in the initial time course RNA-sequencing experiment. (d) *JUNB* expression across time in wild-type cells grown on substrates of intermediate stiffnesses. (e) Violin plots showing expression of JUN family members across clusters in the scRNA-seq experiment. (f) Expression of JUNB target genes in wild-type cells at time point 4. (g) Dot plots of *TGFβ-1* expression in hTERT cells. (h) Violin plot showing expression of *TGFβ-1* across clusters in the scRNA-seq experiment. (i,j) Dot plots of the indicated genes across time in wild-type cells. (k) Dot plot of *STAT3* expression in hTERT cells. (l,m) Dot plots of the indicated genes across time in wild-type cells.

Dot plots show mean  $\pm$  standard deviation. Box plots show median  $\pm$  25th and 75th percentiles, with whiskers showing minimum to maximum. 178 replicates were used for (a). 45 and 133 replicates were used for stiff and soft substrates, respectively, in (b). 85 and 93 replicates were used for wild-type and hTERT cells, respectively, in (c). 2 replicates were used for each condition in (d). 3 and 12 replicates were used for stiff and soft substrates in (f). 3 replicates were used for the stiff time point 1, 3, and 4 conditions, 2 replicates were used for the stiff time point 2 and 8 conditions, 12 replicates were used for the soft time point 1, 2, 3, and 4 conditions, and 10 replicates were used for the soft time point 8 condition (g,i-m). *P* values were calculated by two-tailed Student's *t*-test (b,c,f) or ordinary one-way ANOVA with Tukey's multiple comparisons test (d, g, i-m). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. n.s., not significant.

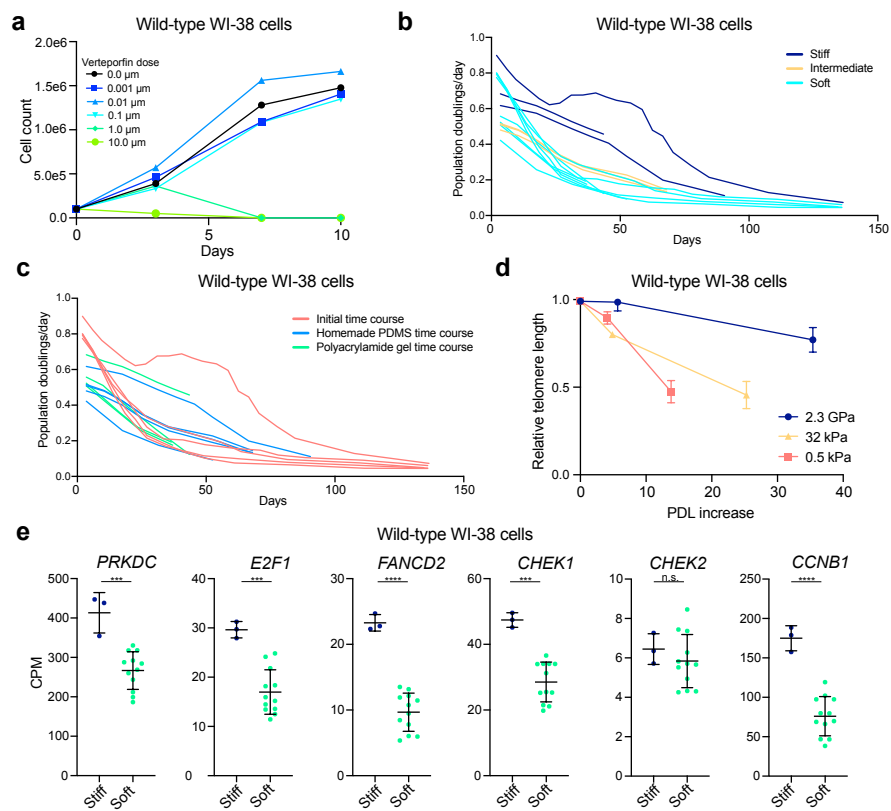

**Figure S8: WI-38 cell culture dynamics and DNA damage response across conditions.**

(a) Line graph displaying days in culture (x-axis) versus the total number of wild-type WI-38 cells (y-axis) when cells were treated with different concentrations of verteporfin. (b,c) Line graphs displaying days in culture (x-axis) versus the number of population doublings per day (y-axis) underwent by wild-type WI-38 cells over time across all experiments colored by (b) substrate stiffness or (c) experiment. (d) Line graph displaying the PDL increase (x-axis) versus the relative telomere length (y-axis) for wild-type WI-38 cells on the indicated surfaces. (e) Expression of DNA damage response markers at time point 4 in wild-type WI-38 cells on the indicated stiffnesses in the initial time course RNA-sequencing experiment.

2 replicates were performed for telomere measurements in (d). 3 and 12 replicates were used for stiff and soft substrates in (e). *P* values were calculated by two-tailed Student's *t*-test (e).

\*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. n.s., not significant.

How the deposited data were processed for this re-analysis (not part of the article)

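Bulk RNA-sequencing counts of the initial time course were analysed, from wild-type WI-38 cells (85 samples) and WI-38 cells expressing hTERT (93 samples) on stiff 2.3 GPa plastic and on PDMS of 0.5, 2, 16 and 32 kPa, at up to 8 time points. The authors prepared directional libraries after depletion of ribosomal RNA, sequenced them on a NovaSeq6000, aligned reads to hg38 with STAR 2.5.3 and counted them on genes with HTSeq-Count 0.11.3. The table holds these raw counts, as whole numbers without normalization, with 58096 gene rows, of which 1793 carry a symbol that occurs more than once and were kept apart. The annotation release and the strand setting of the counting are not named in the paper's text. Gene positions, lengths and GC contents come from GENCODE 44 on GRCh38, the same assembly, and were joined by symbol. The intermediate stiffness, single-cell, ATAC, telomere and qPCR experiments and the raw reads were not used here. None of the columns was left out.

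Total counts per sample ran from 32351503 to 67345954, with a median of 46693229. At these depths a sample with 0 counts of a gene still allows 3 counts, so groups with at most 3 counts in every sample are taken as bounds, and medians over lists are also given with such genes at the bound. The reads carry no molecular identifiers, so intervals and floors cover counting error only. For a CPM of 1 sample the interval is the 95% Wilson interval of its share of the counts.

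The 60 combinations of genotype, stiffness and time point were fitted in 1 model with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood method with TMM normalization, for the 21952 genes that passed filterByExpr (minimum count 10, minimum total 15). The prior degrees of freedom were 11.3. Log2 fold changes are contrasts of group means, 38 in all, and the soft value is the mean of the 4 matrices with equal weight. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Differences between changes were tested as contrasts of their own. For values in CPM, two-sided permutation tests of the difference in means were run, exact with fewer than 10 samples in a group and otherwise with 100000 resamples. Their p is double that of the smaller tail, while the permutation tests of the DNA damage genes and of the mitochondrial share count splits with as large an absolute difference. The program is the set of genes changed in wild-type cells on the stiff substrate between time points 1 and 8, and its same-direction shares were compared with simulated unchanged contrasts. Lists were tested with cameraPR (limma 3.58.1) on the signed root of the edgeR statistic, with a preset correlation of 0.01, adjusted over 22 tests. Principal components used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0.

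Genes are named by a rule fixed ahead of the analysis. They are every gene the paper names or plots from this time course, TERT, and for 3 comparisons (stiff wild-type time point 8 against 1, the soft change minus the stiff change, and soft against stiff in wild-type cells at time point 4) the 3 largest rises and 3 largest falls among changed genes with a mean CPM of at least 5. For comparisons of groups, no sample of 1 group could overlap the other, and clone, locus and LINC names were passed over. The EMT (88 genes) and SenMayo (124 genes, 106 tested) lists are those of Supplemental Data File 2, and the myofibroblast (24) and YAP (22) lists were read from Fig. S2. The cell cycle list (97 genes, 96 tested) is that of Tirosh and colleagues, written down by hand. The closing section also uses lists of 32 genes induced by interferon, 24 genes that escape X inactivation and 9 pseudoautosomal genes, chosen after the data were seen and written down by hand, and 396 other genes of the X chromosome. Their 52 tests were adjusted together.

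The alternatives were DESeq2 size factors, no scaling beyond the library total, the DESeq2 Wald test with its own filtering, every gene with at least 1 count, genes with a mean CPM of at least 1, a fit of the compared samples alone, a replicate block, each sample left out in turn, pooled soft samples, a correlation between genes estimated from the data, and fry. For CPM they were TMM-scaled totals and totals without mitochondrial genes. For principal components they were all tested genes, log2 CPM with a prior count of 2, and time points 1 to 4. For the program they were an absolute log2 fold change above 1, and selection without the stiff pair that was measured. A soft mean without 16 kPa was added after its samples were seen to stand apart.

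The steps were tested on simulated data of 27 samples with 200 changed genes (log2 fold change 1.5), whose results are not used elsewhere. The quasi-likelihood test with 2 samples against 3 called 99.5% of the changed genes, with 6.13% unchanged genes among its calls. These were 100% and 8.68% for the contrast of changes, 99.5% and 4.79% with the replicate block, and 99.5% and 9.13% for the DESeq2 Wald test.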

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

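The tests of hTERT material and of library size for TERT, and the test of the interferon genes, were chosen only after their results had been seen. Samples were compared with the rest of their group by Dixon's ratio in 36 groups of 6 or 10 samples. The gap of 1 sample to the others was past the 95% critical value in 9 of them, where chance gives 1.8. All 9 lay among the 10 wild-type samples on soft matrices at time point 8, and they came from the 2 samples on 16 kPa, so they are not independent of each other. Intervals cover counting error only.

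Replicate 2 of 16 kPa at time point 8 stood apart in 7 of the 9. It had 1968 CPM (95% Wilson interval 1952 to 1983) of CDKN1A against 1145 to 1536 in the other 9 samples, and 58.0 CPM (95% Wilson interval 55.4 to 60.6) of JUNB against 34.8 to 44.9. JUND was at 214 CPM (95% Wilson interval 209 to 219) against 97.8 to 137, and BCL2L1 at 300.1 CPM (95% Wilson interval 294 to 306) against 164 to 194. The median absolute log2 change of the program was 1.02 against 0.58 to 0.68. The medians of the EMT and YAP genes were 0.22 against 0.59 to 0.87 and -0.24 against 0.43 to 0.76. The sample also had the lowest total of the 178, 32351503 counts, and 17734 genes with a count, where the other wild-type samples of time point 8 had 22181 to 25442. Its changes followed gene length (Spearman's rho -0.47) and GC content (0.51) over the 91.0% of genes with a mean CPM of at least 1 that could be given a length. With the trend over length and GC content removed from each sample, the share of the program in the same direction was 66.4% and 76.6% in the 2 samples on 16 kPa, below the 79.7% to 86.6% of the other soft samples. This argues against these trends as the whole cause of the lower share. The 7 outlying values were not computed again with the trend removed, so for them these trends stay open. Before the removal, the shares over the same genes were 65.9% and 77.2%, and 78.9% to 91.6% in the others. Over all program genes without the correction, replicate 1 alone had 76.5%, replicate 2 had 64.9% and the others 78.5% to 90.7%. Whether replicate 2 alone or the cultures on 16 kPa differ cannot be told apart, since only 2 samples were counted. The quality of the RNA was not analysed here, and a different state of these cells at the end of their lifespan stays open and untested.

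Replicate 1 of 16 kPa at time point 8 had 396 CPM (95% Wilson interval 391 to 402) of JUN against 259 to 314 in the other 9 soft samples, and 12.3 CPM (95% Wilson interval 11.4 to 13.3) of TERT against 0 to 0.216. Its total of 49265204 counts lay within the 32351503 to 64806882 of the other wild-type samples of time point 8, which argues against the size of the library. TERT gave 6.14% of its mean level in hTERT cells at time point 8. Of 27 other genes that were high in hTERT cells and low in wild-type cells at time point 8, the median stood at 5.57% of the hTERT level, while in the other wild-type samples of time point 8 the medians ran from -0.95% to 0.62%. RNA, reads or cells of an hTERT sample in this library may explain both, and the counts do not separate these sources. All 27 genes were also higher in wild-type cells at time points 1 to 4 than at time point 8, so wild-type cells that still divided would bring them too, but not TERT. Expression of TERT by some cells of this culture was not tested. For JUN no explanation was tested.

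The change from time point 1 to time point 8 differed between soft and stiff surfaces in wild-type cells for 8782 genes by a test of the difference itself. Among the named genes, the soft change minus the stiff change was -0.61 for CDKN1A, -1.41 for CDKN2B, -2.28 for IL1A, -3.79 for IL1B, -3.01 for MMP3, -1.03 for VEGFA and 0.23 for JUN. It was -0.33 for JUND, -0.41 for TGFBI, -0.62 for STAT3 and -0.52 for CCND1. Fits that each left out 1 sample lost the call of JUN in 1 of 27 (0.18 without replicate 1 of the stiff substrate at time point 1) and that of JUND in 13 of 27 (-0.24 without replicate 1 of 16 kPa at time point 8). Program genes had been selected on the stiff samples, which raises their change there. In 6 pairs of stiff samples that took no part in the selection, the median change in the direction of the program was 0.86 or more, and for the same genes on soft matrices 0.57 to 0.69. This argues against selection as the whole cause of the smaller change on soft matrices. Levels already differed between the surfaces at time point 1, for 10690 genes in wild-type cells against 6349 at time point 8. CDKN1A had 510.1 CPM (stiff) and 949 CPM (soft) at time point 1, and 1177 and 1322 CPM at time point 8. STAT3 had 80.3 and 109 CPM, and then 179 and 148 CPM. How far such earlier levels account for the smaller change was not tested. A time point 8 that need not follow the same time in culture on each surface also stays open and untested. The stiff group had 2 samples at time point 8, and no other splits of it were counted.

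On soft matrices, the change from time point 1 to time point 8 differed between wild-type and hTERT cells for 12952 genes by a test of the difference itself. The wild-type change was the higher by 0.36 for JUN, 1.05 for JUNB, 0.78 for JUND and 0.54 for TGFB1. Fitted on the compared samples alone, the test called 12304 genes. When the 2 genotypes were exchanged between samples of the same time point and matrix, 1 of 100 splits, the real one, gave as many, and the next gave 5474. Wild-type cells at time point 8 had stopped dividing and hTERT cells had not, and this difference stays open as an explanation beside that of TERT itself. The effect of soft matrices at time point 4 differed between the genotypes for 1976 genes, and was higher in wild-type cells by 0.56 for JUNB, 0.43 for JUND and 0.72 for TGFB1. Without replicate 2 of wild-type cells on the stiff substrate at time point 4, the value of JUND was 0.36 and no longer called. No technical explanation was tested for the difference at time point 4.

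A list of 32 genes induced by interferon, which the paper does not discuss, rose as a set in wild-type cells on 0.5 kPa between time points 1 and 8. The median log2 fold change was 2.73, with 32 of 32 genes higher and 30 past the threshold in edgeR (cameraPR on edgeR statistics, adjusted p = 1.1e-16 over 52 tests). Their median was 0.61 on the stiff substrate, on 2 kPa 0.97, on 16 kPa -0.69 and on 32 kPa -0.60. These were not past the threshold, and the falls on 16 and 32 kPa argue against a response of all wild-type cultures at time point 8. Single genes of the list called higher and lower were 14 and 7 on the stiff substrate and 20 and 3 on 2 kPa. They were 6 and 13 on 16 kPa, and 3 and 12 on 32 kPa. Against the mean of the other 4 surfaces, the change on 0.5 kPa was the higher by a median of 2.68 (adjusted p = 7.9e-60, cameraPR on edgeR statistics). In hTERT cells on 0.5 kPa it fell, with a median of -0.51. The totals of the 3 samples, 42741930 to 50245783 counts, lay within those of the other wild-type samples of time point 8. An effect of the softest matrix in arrested cells and an event in the cultures of these 3 samples both stay open, since no other culture on 0.5 kPa was counted at time point 8. Among wild-type samples on the stiff substrate at time point 6, IFI6 had 76.1 to 97.8 CPM in replicates 4 to 6. In replicates 1 to 3 it had 19.5 to 29.9 CPM. The whole list was not tested between these replicates. The p values of this list rest on the preset correlation of 0.01 between genes.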

How the results depend on the processing

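A result counts here as kept when it stayed in its direction and on its side of the threshold, when a value without a test moved by less than 1 SD between replicates, or when a count stayed within 1.5 times. All alternatives but 1 were chosen before the data were examined. For the comparisons, sets and program values, DESeq2 size factors in place of TMM kept 65 of 65, DESeq2's Wald test 57 of 65, no scaling 60 of 65, no filter 59 of 65, a mean CPM of at least 1 48 of 65, a fit of the compared samples alone 53 of 65 and a replicate block 62 of 65. Fits that each left out 1 sample kept 633, with 47 moved and 2 weaker. All 22 sets kept their call under fry. For the named genes the same alternatives kept 146, 146, 143, 139, 136, 137 and 145 values. Fits without 1 sample kept 1988, with 37 weaker, 8 stronger, 10 moved and 2 reversed. Of the mean CPM values, 4 moved with TMM-scaled totals and 10 without mitochondrial genes in the total.

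The program median and program share below are the median absolute log2 fold change of the program genes and the share in the direction of the stiff substrate, between time points 1 and 8 in wild-type cells unless stated. The cause of these moves was not tested, except where the alternative tests fewer genes or fits fewer samples. With only genes of a mean CPM of at least 1 tested, the program median was 0.81 on the stiff substrate, 0.53 on 0.5 kPa, 0.51 on 2 kPa, 0.54 on 32 kPa and 0.50 for the soft mean, and 0.21 on the stiff substrate, 0.20 on 0.5 kPa, 0.16 on 2 kPa, 0.20 on 16 kPa, 0.19 on 32 kPa and 0.16 for the soft mean in hTERT cells. Program shares were 77.8%, 74.7%, 82.3% and 94.0% at time points 3, 4, 5 and 7 on the stiff substrate, and 61.4% on 32 kPa in hTERT cells. The YAP median was -0.19 on soft against stiff at time point 1, no longer past the threshold. With the program limited to absolute log2 fold changes above 1, the program median was 1.91 on the stiff substrate, 1.22 on 0.5 kPa, 1.19 on 2 kPa, 1.24 on 16 kPa, 1.25 on 32 kPa and 1.19 for the soft mean, and 0.46 on the stiff substrate, 0.42 on 0.5 kPa, 0.39 on 2 kPa, 0.44 on 16 kPa, 0.40 on 32 kPa and 0.34 for the soft mean in hTERT cells. Program shares were 93.0% on 0.5 kPa, 91.9% on 2 kPa, 88.8% on 32 kPa and 92.5% for the soft mean, and 79.5%, 74.9%, 83.9%, 89.1% and 94.0% at time points 3, 4, 5, 6 and 7 on the stiff substrate. The number of genes called was 6964 on the stiff substrate. With every gene of at least 1 count tested, the program median was 1.11 on the stiff substrate, 0.70 on 0.5 kPa, 0.69 on 2 kPa and 0.72 on 32 kPa. The program share was 76.9% at time point 3 on the stiff substrate. The myofibroblast median was 0.019 on 16 kPa, no longer past the threshold. For JUN, the log2 fold change was -0.0016 in wild-type against hTERT cells over time points 1 to 4. With only the compared samples fitted, the program median was 1.16 on the stiff substrate, 0.72 on 0.5 kPa, 0.71 on 2 kPa and 0.73 on 32 kPa. Program shares were 88.5% on 2 kPa, and 78.1%, 74.1%, 82.3%, 87.2% and 94.2% at time points 3, 4, 5, 6 and 7 on the stiff substrate. The myofibroblast median was 0.042 on 16 kPa, no longer past the threshold. The number of genes called was 4148 on 16 kPa.

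With DESeq2's Wald test, the program median was 1.02 on the stiff substrate, 0.62 on 2 kPa and 0.65 on 32 kPa. Program shares were 78.1%, 74.4%, 82.5% and 94.0% at time points 3, 4, 5 and 7 on the stiff substrate, and 60.4% on 32 kPa in hTERT cells. Without scaling beyond the library total, the program median was 0.66 on 2 kPa and 0.70 on 32 kPa. The program share was 60.7% on 32 kPa in hTERT cells. The myofibroblast median was -0.057 on 16 kPa. The YAP median was -0.18 on soft against stiff at time point 1, no longer past the threshold. For CDKN2A, the log2 fold change was -0.038 for the soft change minus the stiff change. For JUN, the log2 fold change was -0.040 at time point 4 for the soft mean and -0.010 in wild-type against hTERT cells over time points 1 to 4. For TGFB1, the log2 fold change was -0.0072 for the soft change minus the stiff change. With the correlation between genes estimated from the data, the myofibroblast median was 0.76 on the stiff substrate, 0.57 on 0.5 kPa, 0.039 on 16 kPa and 0.45 for the soft mean, no longer past the threshold. The YAP median was 0.37 on 16 kPa and -0.25 on soft against stiff at time point 1, no longer past the threshold. With the soft samples pooled as 1 group, the YAP median was -0.23 on soft against stiff at time point 1, no longer past the threshold. These values of CDKN2A, JUN and TGFB1 differ in sign from those of the fit over all samples, and neither sign was past the threshold.

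With the replicate number as a block, pairing samples of the same number, the program median was 0.65 on 2 kPa. Program shares were 83.0% and 93.4% at time points 6 and 7 on the stiff substrate. The block gave 12950 genes on the stiff substrate and 8368 with a different change on soft matrices. Replicate numbers did not pair the samples, since deviations from the group means correlated with a mean of 0.012 between equal numbers of a culture over time (from -0.78 to 0.86) and -0.011 within a time point.

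With 16 kPa left out of the soft mean, an alternative chosen after the 16 kPa samples were seen to stand apart, the log2 fold change of TGFB1 was -0.018 for the soft change minus the stiff change. That of BCL2L1 was -0.29 and now past the threshold, and that of JUN 0.10 and no longer past it.

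With all tested genes in place of the 500 most variable, the share of all variance was 24.0% for genotype, 10.0% for stiffness and 24.0% for time point. The share of variance was 39.8% for PC1 and 11.4% for PC2. With log2 CPM in place of the variance-stabilizing transformation, the share of all variance was 41.2% for genotype, 7.32% for stiffness and 25.8% for time point. The share of variance was 52.3% for PC1 and 19.6% for PC2. At time points 1 to 4 alone, the share of all variance was 48.4% for genotype, 20.3% for stiffness and 13.6% for time point. The share of variance was 20.2% for PC2.

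With the program selected without 1 stiff sample of each time point and measured on that pair, the program median on the stiff substrate was 0.93 for replicate 1 of time point 1 with replicate 1 of time point 8, 0.86 for replicate 1 of time point 1 with replicate 2 of time point 8, 1.00 for replicate 2 of time point 1 with replicate 2 of time point 8 and 1.11 for replicate 3 of time point 1 with replicate 1 of time point 8.

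Across fits that each left out 1 sample, these results did not all stay as reported. The program median ranged from 1.06 to 1.11 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 1, from 0.65 to 0.69 on 0.5 kPa, furthest without replicate 3 of 2.3 GPa at time point 1, from 0.62 to 0.67 on 2 kPa, furthest without replicate 3 of 2.3 GPa at time point 1, from 0.61 to 1.11 on 16 kPa, furthest without replicate 1 of 16 kPa at time point 8, from 0.66 to 0.70 on 32 kPa, furthest without replicate 1 of 2.3 GPa at time point 1, from 0.25 to 0.28 on 0.5 kPa in hTERT cells, furthest without replicate 3 of hTERT 0.5 kPa at time point 8, and from 0.21 to 0.23 on 2 kPa in hTERT cells, furthest without replicate 1 of hTERT 2 kPa at time point 8. The program share ranged from 65.3% to 75.7% at time point 2 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 2, from 75.7% to 79.2% at time point 3 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 1, from 71.6% to 75.8% at time point 4 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 1, from 78.3% to 82.2% at time point 5 on the stiff substrate, furthest without replicate 3 of 2.3 GPa at time point 5, from 91.4% to 93.9% at time point 7 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 7, from 83.8% to 88.4% on 2 kPa, furthest without replicate 3 of 2.3 GPa at time point 1, from 78.2% to 84.2% on 32 kPa, furthest without replicate 2 of 32 kPa at time point 8, and from 56.8% to 60.2% on 32 kPa in hTERT cells, furthest without replicate 3 of hTERT 32 kPa at time point 1. The EMT median ranged from 0.79 to 0.88 on 32 kPa, furthest without replicate 2 of 32 kPa at time point 1. The myofibroblast median ranged from 0.66 to 0.89 on the stiff substrate, furthest without replicate 1 of 2.3 GPa at time point 1. The YAP median ranged from 0.79 to 0.85 on the stiff substrate, furthest without replicate 2 of 2.3 GPa at time point 8, from -0.29 to 0.51 on 16 kPa, furthest without replicate 1 of 16 kPa at time point 8, from 0.71 to 0.77 on 32 kPa, furthest without replicate 2 of 32 kPa at time point 1, and from -0.27 to -0.18 on soft against stiff at time point 1, furthest without replicate 3 of hTERT 2.3 GPa at time point 1. The SenMayo median ranged from 0.97 to 1.06 on the stiff substrate, furthest without replicate 3 of 2.3 GPa at time point 1. For CDKN2A, values ranged from -0.076 to 0.21 for the soft change minus the stiff change, furthest without replicate 2 of 2.3 GPa at time point 8. For TGFB1, values ranged from -0.039 to 0.17 for the soft change minus the stiff change, furthest without replicate 1 of 2.3 GPa at time point 1. Without replicate 3 of hTERT 2.3 GPa at time point 1, the YAP median at time point 1 was -0.18 and no longer past the threshold. Without replicate 1 of 2.3 GPa at time point 1, the YAP median at time point 1 was -0.22 and no longer past the threshold. Without replicate 2 of 2.3 GPa at time point 1, the soft change minus the stiff change of CDKN2A turned to -0.0037. Without replicate 1 of 2.3 GPa at time point 1, the soft change minus the stiff change of TGFB1 turned to -0.039. Without replicate 2 of 16 kPa at time point 8, that of BCL2L1 was -0.19 and past the threshold.

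Of the 13184 genes called on the stiff substrate, 12941 were also called with DESeq2 size factors, 12204 without a filter and 11477 with only the compared samples fitted. For the difference between soft and stiff, these were 8624, 7519 and 6304 of 8782. The median log2 fold change of all genes on 16 kPa in wild-type cells was -0.078 with TMM. It was 0 with DESeq2 size factors and -0.17 without scaling beyond the library total. Depth limits genes near 3 counts per sample. With such genes at their bound, 26 of 40 list and program medians moved by 0.01 or more, by at most 0.128.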

Differences from the paper's values

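Of the paper's values, 135 could be set beside a value computed here, mostly group means of CPM read by eye from figures, and 0 of them differed by more than the error and more than 1.5-fold together. For each of the statements below, given in other words, a computed value disagreed. The list need not be complete.

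The paper states that of the JUN family JUNB alone rose with softening at time point 4 (Fig. 6b). By edgeR, JUND was also higher on 32, 2 and 0.5 kPa than on the stiff substrate, with log2 fold changes of 0.32, 0.37 and 0.53, and JUN was higher on 0.5 kPa, by 0.25. On 16 kPa JUND did not pass the threshold (0.11). For the mean of the soft matrices, JUND was called under every alternative set before the data were examined except without replicate 2 of the stiff substrate at time point 4, where its log2 fold change was 0.26.

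The paper states that transcripts of the JUN family were higher in wild-type than in hTERT cells (Fig. S7c). Over time points 1 to 4, which hold every combination, the log2 fold change of JUN was 0.0042 and not past the threshold, and none of the alternatives for this comparison called it. Pooled over all samples, as in the figure, it was 0.095 and called.

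For the stiff substrate the paper describes JUNB as about constant until senescence (Fig. 6a). Time points 5, 6 and 7 are not among the stiff samples that the legend of this figure lists. Against time point 1, its log2 fold changes at time points 2, 3, 5, 6 and 7 were 0.30, 0.27, 0.37, 0.45 and 0.67, all past the threshold, and at time point 4 it was 0.14 and not. Time point 2 had 2 samples, and its value was 0.011 without replicate 2 and 0.54 without replicate 1, so the rise there rests on 1 sample. Without a filter on low counts the values at time points 2 and 3 (0.29 and 0.28) were no longer called, nor was that at time point 2 with only the compared samples fitted (0.30). Leaving out replicate 3 of time point 1 also lost the calls at time points 2 and 3 (0.23 and 0.20), and leaving out replicate 1 of time point 3 that at time point 3 (0.25).

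The paper places most changes of the program on the stiff substrate months before senescence and describes them as growing over time (Fig. 2f). Of the 13184 program genes, 23.8%, 49.0%, 40.5%, 49.4%, 61.7% and 70.7% were changed in the same direction with an adjusted p under 0.05 (edgeR) at time points 2 to 7. Without regard to p, 72.4%, 76.5%, 72.8%, 80.7%, 85.6% and 92.9% moved in that direction, as the paper states for most genes, each above the range of simulated unchanged contrasts. Without replicate 1 of time point 2 the first was 65.3%. The share with a called change fell from time point 3 to time point 4, as did the median absolute log2 fold change, from 0.48 to 0.37.

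The paper describes the program as similar in magnitude on soft and stiff surfaces (Fig. 2g). Its median absolute log2 fold change was 1.06 on the stiff substrate and 0.64 for the soft mean. In stiff pairs held out of the selection it was 0.86 to 1.11. Under each alternative that gave both medians, the soft mean was the lower.

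The paper describes the program as mostly without change in hTERT cells. In hTERT cells on the stiff substrate, 71.8% of its genes moved in the wild-type direction, above the 34.0% to 65.6% of simulated unchanged contrasts, with a median absolute log2 fold change of 0.27. On 0.5, 2, 16 and 32 kPa the shares were 46.4%, 61.3%, 58.4% and 58.4%, each within the range of such contrasts. Genes called changed by edgeR in the wild-type direction made up 27.4% of the program on the stiff substrate and 13.7%, 19.0%, 22.6% and 19.4% on these matrices, and in the opposite direction 4.63% and 14.8%, 6.48%, 9.20% and 10.0%.

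The paper states that myofibroblast markers and YAP targets rose on every stiffness (Fig. S2d-g). On 16 kPa, 12 of 24 markers were higher and 12 lower. The medians of the markers and the targets were 0.039 and 0.37. Without replicate 1 of time point 8 they were -0.29 and -0.29, and without replicate 2, which stood apart in other values, 0.19 and 0.51, both upwards as the paper states.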

Other observations

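Of the tests in this part, those of PRKDC and of the other 5 DNA damage genes apart were chosen only after the result for the mean of all 6 had been seen. The 6 samples of wild-type cells on the stiff substrate at time point 6 held 2 sets. Between replicates 1 to 3 and 4 to 6, 5775 genes differed by edgeR, and 1 of the 10 splits of these samples, this one, gave as many. The lowest total of replicates 4 to 6, 45413821, lay within the 44158361 to 54687546 of replicates 1 to 3, which argues against the size of the libraries. Replicates 4 to 6 lay nearer to time point 7, at a root mean square log2 distance of 0.604 against 0.734. They had 84.7% against 82.8% of the program genes in the direction of time point 8, and cell cycle genes at -1.05 against -0.36 (median log2 change from time point 1). A candidate explanation is that these 3 samples were collected further along the course, and another cause that follows the same split was not tested.

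The 6 DNA damage genes of Fig. S8e were lower on soft than on stiff surfaces at time point 4, with a mean difference of -0.82 (log2), and the cell cycle score differed by -1.13. With that score taken into account, from its relation to each gene at time points 1 to 3, the mean of the 6 was -0.12 (exact permutation test, p = 0.0022), which argues against fewer cycling cells as the whole cause. PRKDC alone stayed lower, at -0.84 (exact permutation test, p = 0.0022). The mean of the other 5 was 0.022 (exact permutation test, p = 0.62), so fewer cycling cells may account for their lower level. Before the correction PRKDC stood at -0.63 and the mean of the other 5 at -0.86.

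XIST, chosen after its values were seen, fell over time in hTERT cells. Its level on the stiff substrate went from 17.3 ± 2.22 CPM at time point 1 to 0.579 ± 0.141 CPM at time point 8 (SD, n = 3 each), and on 32 kPa from 21.7 ± 4.76 to 1.55 ± 0.650 CPM. On 0.5 kPa it reached 0.191 ± 0.312 CPM. The fall was past the threshold on all 5 surfaces (edgeR). The log2 fold change was -4.89 on the stiff substrate, -6.78 on 0.5 kPa and -3.74 on 32 kPa. No fold is given for 2 and 16 kPa, where no sample of time point 8 had more than 3 counts. In wild-type cells the change of XIST was not past the threshold on the stiff substrate (0.63, standard error 0.32). Nor was it on 0.5 kPa (0.34), 2 kPa (0.043) or 32 kPa (0.20), while the 2 samples of 16 kPa at time point 8 had 8.36 and 0 CPM. If the inactive X chromosome were lost, genes that escape inactivation would fall as a set. In hTERT cells on soft matrices these 23 genes had a median log2 fold change of -0.16 (cameraPR on edgeR statistics, adjusted p = 0.051 over 52 tests), with 3 of 23 higher, and the 5 tested genes of the pseudoautosomal region -0.29 (adjusted p = 0.89). These genes fell on the stiff substrate by a median of 0.23 (adjusted p = 0.0013, cameraPR on edgeR statistics), with 4 of 23 higher. If the chromosome were reactivated, the other X genes would rise. These 396 genes had a median of 0.011 on soft matrices, with 205 higher and 115 past the threshold upwards and 115 downwards. On these values neither loss nor reactivation can be decided, because the falls are small and the other genes go both ways. On 16 kPa in wild-type cells the 23 escape genes had a median of -0.74 (adjusted p = 0.0012, cameraPR on edgeR statistics).

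Other splits of the same samples into groups of the same sizes were counted in models of the 2 groups compared alone. In these, the soft matrices formed 1 group against stiff, with genotype as a covariate at time point 1, and stiffness was a covariate for changes over time on soft matrices, so the counts differ from those of the models with a mean for each matrix. For the genes changed between time points 1 and 8 in wild-type cells on 0.5 and 2 kPa and in hTERT cells on each of the 5 surfaces, and for the EMT, myofibroblast and YAP sets in wild-type cells on 0.5 and 2 kPa, 1 of the 10 splits of 6 samples, the real one, gave a result as large, which is the least that 10 splits allow. For soft against stiff at time point 4 in wild-type cells, 1 of 100 splits gave as many genes (5017, and 259 in the next), and 1 of 100 gave as low a p for the cell cycle set. For soft against stiff at time point 1 over both genotypes it was 1 of 100 for the genes changed (11610, and 5 in the next) but 67 of 100 for the YAP set, whose unadjusted p in this model was 0.34 (cameraPR on edgeR statistics). In wild-type cells on soft matrices between time points 1 and 8, 1 of 100 splits gave as low a p for the EMT set, 4 for the myofibroblast set, 7 for the YAP set and 1 for the SenMayo set. Genes of a set vary together in these splits, so the p of the YAP set at time point 1 is one that groupings by chance could give. Splits between time points 1 and 8 can still hold part of the change, so for the YAP set on soft matrices they cannot decide this.

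In wild-type cells at time point 1, 10690 genes were changed on soft matrices against the stiff substrate. At time points 2, 3, 4 and 8, 89.8%, 64.8%, 65.5% and 52.1% of these differed in the same direction, with slopes on the first response of 0.63, 0.41, 0.35 and 0.062. Simulated unchanged contrasts gave 19.4% to 81.2%. Of the 7618 genes changed on soft matrices at time point 4, 87.0% differed in the same direction in hTERT cells, and 19.4% had a different effect between the genotypes. The cell cycle genes, of which 96 were tested, had a median of -1.21 on soft against stiff in wild-type cells at time point 4 (cameraPR on edgeR statistics, adjusted p = 1.3e-107).

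The SenMayo list, which the paper scores in single cells, had 106 of its 124 genes tested. In wild-type cells between time points 1 and 8, its median log2 fold change was 0.99 on the stiff substrate, with 78 genes higher and 28 lower (adjusted p = 3.4e-08, cameraPR on edgeR statistics), and 0.92 with genes at or under 3 counts set to their bound. For the soft mean it was 0.50, with 66 higher and 40 lower (adjusted p = 6.0e-05, cameraPR on edgeR statistics), and 0.48 with bounds. The soft change minus the stiff change had a median of -0.38, with 38 genes higher and 68 lower. Genes of the mitochondrial genome took 4.51% ± 0.839% of counts in wild-type samples of time point 8 (SD, n = 12) and 1.44% ± 0.382% in hTERT samples (SD, n = 15; permutation test with 100000 resamples, p = 1e-05). No explanation was tested for the 10.1 CPM (95% Wilson interval 9.27 to 11.0) of TERT in replicate 1 of wild-type cells on 0.5 kPa at time point 1, nor for the 4.85 CPM (95% Wilson interval 4.23 to 5.56) in replicate 2 of wild-type cells on the stiff substrate at time point 7.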
